# Targeting cathepsin C ameliorates murine acetaminophen-induced liver injury

**DOI:** 10.7150/thno.96092

**Published:** 2024-05-13

**Authors:** Jessica Raith, Malte Bachmann, Sina Gonther, Hendrik Stülb, Ali A. Aghdassi, Christine T. N. Pham, Heiko Mühl

**Keywords:** Acetaminophen, Acute Liver Injury, Inflammation, Cathepsin C, AZD7986

## Abstract

Acetaminophen (APAP) overdosing is a major cause of acute liver failure worldwide and an established model for drug-induced acute liver injury (ALI). While studying gene expression during murine APAP-induced ALI by 3'mRNA sequencing (massive analysis of cDNA ends, MACE), we observed splenic mRNA accumulation encoding for the neutrophil serine proteases cathepsin G, neutrophil elastase, and proteinase-3 - all are hierarchically activated by cathepsin C (CtsC). This, along with increased serum levels of these proteases in diseased mice, concurs with the established phenomenon of myeloid cell mobilization during APAP intoxication.

**Objective:** In order to functionally characterize CtsC in murine APAP-induced ALI, effects of its genetic or pharmacological inhibition were investigated.

**Methods and Results:** We report on substantially reduced APAP toxicity in CtsC deficient mice. Alleviation of disease was likewise observed by treating mice with the CtsC inhibitor AZD7986, both in short-term prophylactic and therapeutic protocols. This latter observation indicates a mode of action beyond inhibition of granule-associated serine proteases. Protection in CtsC knockout or AZD7986-treated wildtype mice was unrelated to APAP metabolization but, as revealed by MACE, realtime PCR, or ELISA, associated with impaired expression of inflammatory genes with proven pathogenic roles in ALI. Genes consistently downregulated in protocols tested herein included *cxcl2*, *mmp9*, and *angpt2*. Moreover, *ptpn22*, a positive regulator of the toll-like receptor/interferon-axis, was reduced by targeting CtsC.

**Conclusions:** This work suggests CtsC as promising therapeutic target for the treatment of ALI, among others paradigmatic APAP-induced ALI. Being also currently evaluated in phase III clinical trials for bronchiectasis, successful application of AZD7986 in experimental APAP intoxication emphasizes the translational potential of this latter therapeutic approach.

## Introduction

Acetaminophen (also paracetamol or N-acetyl-para-aminophenol, APAP) is an over-the-counter available analgesic that is widely used to treat mild-to-moderate pain and fever but also characterized by a narrow therapeutic index - mirrored by its classification as a major cause of acute liver failure worldwide 1, 2. Initial hepatocyte necrosis after APAP overdosing is directly induced by N-acetyl-para-benzoquinone imine (NAPQI), a cytochrome P450 (Cyp) 1A2/Cyp2E1-dependent APAP metabolite, acting through mitochondrial protein adduct formation 3-7. Whereas NAPQI is evidently at the root of APAP intoxication, the functional role of simultaneously induced hepatic necroinflammation is multilayered 7. On the one hand, specific inflammatory pathways engaged by cytokines such as interleukin (IL)-17 8, 9, IL-18 10, 11, and interferon (IFN)-γ 12, 13 are consistently found to contribute to APAP-mediated liver pathology. On the other hand, current data likewise suggest that inflammation can support the resolution of APAP-induced acute liver injury (ALI) 7, 14, for example by activating pro-regenerative hepatocyte signaling through IL-6 15 and C5a/C5aR1 16. This dichotomy also extends to the function of neutrophils which have been reported to promote hepatic injury during APAP intoxication 17, 18, for example by serving as a source of pathogenic IFNγ 19. Contrariwise, neutrophils are also supposed to promote resolution of APAP-induced ALI by removing cell debris 20 and by supporting the generation of pro-resolving macrophages 21. Most recent data suggest that effects of neutrophils during APAP intoxication are determined by the degree of the given hepatic damage 22, a concept that would unify aforementioned Janus-faced properties of neutrophils as detected in different studies.

Cathepsin C (CtsC, also dipeptidyl peptidase-1) is a highly conserved, ubiquitously expressed lysosomal cysteine dipeptidyl aminopeptidase that mediates constitutive activation of granule-associated serine proteases in hematopoietic precursor cells. Those proteases include the so-called neutrophil serine proteases (NSPs), specifically cathepsin G (CtsG), neutrophil elastase (NE; murine gene name, *elane*), and proteinase-3 (Prtn3), as well as chymases, tryptases, and granzymes. They are supposed to mediate key functions in diverse immune cells such as neutrophils, monocytes, mast cells, basophils, natural killer cells, and cytotoxic T cells 23-25. In terms of organ distribution, CtsC is, besides in bone marrow, detectable with high constitutive expression levels e.g. in spleen, lung, and liver tissues 25, 26. Specifically, CtsC enzyme activity was recognized early on in liver homogenates of healthy rodents and ascribed to hepatocytes and Kupffer cells 27. Just recently this observation has been supported by immunohistochemical CtsC analysis performed on livers of C57BL/6 mice and by the observation that CtsC protein is constitutively expressed in human HepG2 hepatoma cells 28. Because CtsC is generally known to be a proximal regulator of proteases involved in acute inflammation, we set out to investigate CtsC as a potential pharmacological target in APAP intoxication.

## Materials and Methods

### Animals and experimental APAP-induced ALI

Animal experiments were conducted at the Zentrale Forschungseinrichtung (ZFE, Faculty of Medicine, Goethe-University Frankfurt am Main, Frankfurt am Main, Germany) using male C57BL/6J mice (9-11 weeks old) in accord with the recommendations of the Animal Protection Agency of the Federal State of Hessen (Regierungspräsidium Darmstadt, Germany). The protocols applied herein were approved by the Regierungspräsidium Darmstadt (FU1230, FU2021, FU2036). All mice were housed in type II-long-IVC under a 12 h light-dark cycle with access to food and water *ad libitum*. Mice underwent a 10 h overnight fasting period (with free access to water) prior to APAP (or 0.9% NaCl as vehicle) administration; details are outlined below. For splenic 3'mRNA sequencing experiments and related Figures 1A-E, Figure S1AB, and Figure S2A, wildtype (WT) male C57BL/6J mice (maintained and breed at MfD Diagnostics (Wendelsheim, Germany)) were initially obtained from Prof. Jörg Köhl (Institute for Systemic Inflammation Research, University of Lübeck, Lübeck, Germany). CtsC^-/-^ (KO) mice with a C57BL/6J background were generated by Prof. Christine Pham 29, 30: these mice were originally on a 129/SVJ background displaying a defective tyrosinase gene and an albino phenotype. CtsC-KO mice were fully backcrossed to C57BL/6J (99% congenic) which was verified by microsatellite polymerase chain reaction (PCR). Because *ctsc* and *tyrosinase* are closely linked on chromosome 7 the albino phenotype prevailed in CtsC-KO mice. We generated suitable WT mice by crossing CtsC-KO mice with WT C57BL/6J mice (Charles River Laboratories, Sulzfeld, Germany). Heterozygotes were further crossed to obtain homozygote CtsC-KO and corresponding WT mice - those mice strains were further breed in the ZFE. Genetic identities of all CtsC-KO and corresponding WT mice were confirmed by PCR. Of note, APAP is a substrate of tyrosinase producing the minor APAP metabolite 3'-hydroxyacetaminophen and its downstream reaction product 4-acetamido-o-benzoquinone 31. However, this pathway does not contribute to APAP-induced ALI because 3'-hydroxyacetaminophen is not hepatotoxic in mice 32, 33. All C57BL/6J mice used to study AZD7986 and those used in Figure S2B-D were purchased from Charles River Laboratories.

For experimentation, male mice were fasted overnight for 10 h with free access to water. Instantly thereafter, APAP intoxication was initiated as previously described 34. Briefly, mice obtained i.p. injections of either body tempered 0.9% NaCl solution (B. Braun, Melsungen, Germany) or 300 mg/kg APAP (Sigma-Aldrich, Taufkirchen, Germany) dissolved in warm 0.9% NaCl. Mice receiving 0.9% NaCl alone are referred to as controls (ctrl). Thereafter, all mice had access to food and water *ad libitum*. As outlined in the Figures and their legends, mice received repeatedly 5 mg/kg of the CtsC Inhibitor AZD7986 35 (MedChemExpress (Hölzel diagnostica), Cologne, Germany) dissolved using 0.5% hydroxypropyl methylcellulose and 0.1% Tween 80 (MedChemExpress) in 0.1 M citrate buffer (pH = 3; Sigma-Aldrich). This mixture (without AZD7986) likewise served as vehicle control administered to ctrl mice (also denoted as vehicle-AZD7986) in respective experiments. Experimental details are specified in the legends. Experiments were terminated after the indicated time periods. Upon the completion of the experimental protocol, mice underwent a brief isoflurane (Abbott, Wiesbaden, Germany) anesthesia before being sacrificed through cervical dislocation. Blood was obtained from the retroorbital venous plexus, and the resultant serum was stored at -80 °C. For tissue processing, livers underwent perfusion with PBS. Subsequently, specimens were incubated overnight in 4.5% buffered formalin to enable histological analysis on paraffin-embedded sections. To evaluate tissue mRNA and protein expression, specimens were snap-frozen and stored at -80 °C.

### Biochemical and histological determination of liver injury

Serum ALT activity was determined according to the manufacturer's instructions (Reflotron; Roche Diagnostics GmbH, Mannheim, Germany). Formalin-fixed tissue samples were embedded in paraffin, followed by the generation of liver sections (4 μm) that were further processed by H&E staining. Slides were scanned using NanoZoomer S360 (Hamamatsu Photonics Deutschland GmbH, Herrsching am Ammersee, Germany) and analyzed with NDPview2 (Hamamatsu Photonics Deutschland GmbH). Histopathological liver injury was quantified in blinded manner by Keyence BZ-II Analyzer software (Neu-Isenburg, Germany) with necrotic areas being expressed as [% of total liver section].

### Determination of mRNA expression levels by realtime PCR

Total RNA was obtained by Tri-Reagent (Sigma-Aldrich) and transcribed using random hexameric primers (Qiagen, Hilden, Germany) and Moloney virus reverse transcriptase (Thermo Fisher Scientific, Darmstadt, Germany). RNA isolates were routinely treated with RNase-free DNase I (Roche Diagnostics GmbH) prior to reverse transcription. During realtime PCR, changes in fluorescence were caused by the Taq polymerase degrading the probe containing a fluorescent dye (glyceraldehyde-3-phosphate dehydrogenase (Gapdh): VIC, all other probes: FAM). Commercially available reagents (Thermo Fisher Scientific) were used for the determination of murine mRNA expression: Gapdh (4352339E), angiopoietin-2 (Angpt2, Mm00545822_m1), CtsC (Mm00515580_m1), CtsG (Mm00456011_m1), Cxcl2 (Mm00436450_m1), matrix metalloproteinase-9 (Mmp9, Mm00442991_m1), NE (Elane; Mm00469310_m1), Prtn3 (Mm00478323_m1), tyrosine-protein phosphatase non-receptor type 22 (Ptpn22, Mm00501246_m1), and tumor necrosis factor-α (Tnfα, Mm00443258_m1). The assay-mix was purchased from Nippon Genetics (Düren, Germany). Realtime PCR was performed according to the manufacturers' instructions using QuantStudio 3 Sequence Detector (Thermo Fisher Scientific): one initial step at 95 °C (2 min) was followed by 40 cycles at [95 °C (5 s) and 62 °C (30 s)]. Detection of the dequenched probe, calculation of threshold cycles (Ct values) and data analysis was performed by the Sequence Detector software. Changes in mRNA expression compared to unstimulated control and normalized to Gapdh are shown as 2^-dCT^ (absolute values).

### 3′mRNA sequencing by massive analysis of cDNA ends (MACE)

After treatment of samples using the DNase I recombinant RNase-free Kit (Roche Diagnostics), RNA specimens underwent a quality check by electrophoresis. Of note, in order to detect low abundant transcripts in specimens dominated by blood cells, removal of globin RNA is recommended. This procedure can associate with some reduction of RNA quality 36, 37. However, in the context of the present study aiming to detect proinflammatory gene expression in the spleen that may feedback on liver pathology (Figure S2A), we decided to leave splenic RNA specimens as untouched as possible at the expense of some sensitivity. Pooled RNA samples were generated from selected experimental groups as outlined in the “Results” section and used for further analysis by 3′mRNA sequencing. MACE, a 3′mRNA sequencing approach using Illumina reads of fragments originated from 3′mRNA ends 38, was performed at GenXPro GmbH (Frankfurt, Germany). To that end, the MACE-kit v.2 (Figure S2A) or Rapid MACE-Seq kit (Figure 4A, Table S1) were run according to GenXPro. RNA was fragmented and enriched polyadenylated mRNA underwent poly-A specific reverse transcription and template-switch-based second strand syntheses followed by competitive PCR. Duplicate reads verified by implemented unique molecular identifiers (TrueQuant IDs) were eliminated from the raw dataset. Using cutadapt (https://github.com/marcelm/cutadapt/), low-quality sequence bases were eliminated. Poly(A)-tails were clipped by an in-house Python-Script. After mapping the reads on the mouse reference genome (mm10), transcripts were quantified by HTSeq. Identification of differentially expressed genes was achieved by DESeq2 39. Genes with “0 counts” were set to “1 count” in order to allow further calculation of the respective “fold-induction”. Splenic gene expression (Figure S2A): further analysis of MACE results using UniProt (https://www.uniprot.org) was performed as outlined in the “Results” section. Analysis of hepatic gene expression by MACE (Figure 4A, Table S1): GO term analysis of “biological processes” was performed using GOrilla 40. Evaluation was performed as outlined in the “Results” section.

3'mRNA sequencing (MACE) data (Figure S2A, Figure 4A, Table S1) were deposited in NCBI's Gene Expression Omnibus (GEO) under the following accession numbers: GSE263675 (Figure S2A) and GSE263673 (Figure 4A, Table S1).

### Analysis of reduced glutathione (GSH) in liver tissue

For the determination of hepatic GSH content, snap-frozen liver tissue was homogenized in 5-Sulfosalicylic acid buffer (Sigma-Aldrich). GSH content was determined using a colorimetric GSH assay kit (Sigma-Aldrich) according to the manufacturer's instructions. Hepatic GSH content is expressed as μmol/g of liver tissue.

### Analysis of hepatic protein expression by enzyme-linked immunosorbent assay (ELISA)

Serum concentrations of murine NE (Quantikine assay; R&D Systems, Wiesbaden, Germany), CtsG (Novus Biologicals, Wiesbaden, Germany), and Prtn3 (Aviva Systems Biology/Biozol, Eching, Germany) as well as protein levels of Cxcl2, Mmp9, Angpt2 (Quantikine assays; R&D Systems), and Ptpn22 (Abbexa/Hölzel diagnostica) in murine liver lysates were determined by ELISA according to the manufacturers' instructions. For detection of Angpt2 in liver tissue, specimens were homogenized in sample diluent concentrate-2 (R&D Systems); for Cxcl2, Mmp9 and Ptpn22, specimens were homogenized in lysis buffer (1 mM CaCl_2_, 150 mM NaCl, 25 mM Tris-HCl (pH 7.4), 1% Triton X-100). Sample diluent concentrate-2 and lysis buffer were additionally supplemented with protease inhibitor cocktail (Roche Diagnostics) and DTT, Na_3_VO_4_, PMSF (each 1 mM) and 20 mM NaF. ELISA standards and blanks were prepared in corresponding dilutions of supplemented sample diluent concentrate-2 or lysis buffer, respectively.

### Immunoblot analysis

Tissue homogenates were generated as previously described 34. Briefly, liver homogenates were generated using lysis buffer (1 mM CaCl_2_, 150 mM NaCl, 25 mM Tris-Cl (pH 7.4), 1% Triton X-100), supplemented with protease inhibitor cocktail (Roche Diagnostics) and DTT, Na_3_VO_4_, PMSF (each 1 mM), and NaF (20 mM). Thereafter, SDS-PAGE and immunoblotting was performed (50 µg of total protein per lane) using a goat polyclonal antibody (R&D Systems, #AF1034). In accord with previous data 26, murine CtsC protein produced specific staining at 25 kD.

### Statistical analysis

Data were first evaluated using the D´Agostino and Pearson test for parametric distribution. In case of 'n < 8' in at least one of the respective experimental groups, the Kolmogorov-Smirnov test was used for the whole experimental setup. Throughout the manuscript, 'n-numbers' indicate individual mice analyzed in a particular experimental setup. To compare two groups, raw data were evaluated by unpaired two-tailed Student's *t*-test or by Mann-Whitney-U-test, respectively. To compare three or more groups, raw data were analyzed by one-way analysis of variance (ANOVA) with post hoc Bonferroni correction or by Kruskal-Wallis test with post hoc Dunn's test. Statistical analyses are outlined in the Figure legends. Data are shown as means ± SEM (normally distributed data), as raw data points, or as box-plots (with top and bottom margins referring to the 75th and 25th percentile, with whiskers depicting the maximum and minimum values, and a horizontal line indicating the median; not normally distributed data) and presented as [% of total liver section], or as raw data (specifically, [target gene expression normalized to Gapdh], Units/L, pg/mL, ng/mL, ng/mg, μg/mg, μmol/g and [-log10 (FDR q-value)]). Differences are regarded statistically significant if p-values are less than 0.05 (GraphPad Prism 9, CA, USA). Linear regression analysis for ALT (Units/L) versus serum NSPs and associated coefficients of determination (R^2^) were calculated by simple linear regression analysis (GraphPad Prism 9).

## Results

### Analysis of splenic mRNA accumulation relating to acute inflammation during APAP-induced ALI

The spleen displays a context-specific regulatory potential that may affect course and consequences of systemic inflammation 41. In order to characterize splenic gene expression during the evolving resolution phase of APAP intoxication 16, mice were exposed to APAP for 30 h. Thereafter, serum ALT (Figure 1A), hepatic Cxcl2 gene expression (Figure 1B), the hepatic Cxcl2/ALT relationship (Figure 1C) as well as splenic Cxcl2 (Figure 1D) and TNFα (Figure 1E) gene expression were determined to verify liver injury and local/systemic inflammation. Absence of splenic Cxcl2 (Figure 1D) and TNFα (Figure 1E) gene induction indicates lack of manifest systemic inflammation at this interface time point (30 h) connecting hepatic injury and initial resolution/regeneration 16. Upregulation of hepatic Cxcl2 expression correlated (R^2^ = 0.6969, p < 0.0001) with liver damage detected by ALT (Figure 1B-C) which reflects ongoing local necroinflammation after APAP overdosing. Notably, increased hepatic, but not splenic, CtsC mRNA expression was likewise observed in these same samples suggesting that brisk inflammation may enhance CtsC in the liver (Figure S1A-B). Immunoblot analysis at that same time point after APAP administration showed a trend towards increased hepatic CtsC protein during intoxication (Figure S1C). For a broader picture, splenic tissue RNA specimens derived from mice shown in Figure 1A-E were used for 3′mRNA sequencing (MACE). For that purpose, RNA specimens (vehicle (0.9% NaCl)-treated, n = 5; APAP treated, n = 11) were pooled (per group) at equal shares. For data analysis, a threshold of '> 3-fold gene induction' was deployed creating a set of 302 differentially expressed genes. Of those were 46 genes that could be categorized based on their 'MACE gene fold-induction' in selected 'GO biological processes' (https://www.uniprot.org) that relate to acute inflammation (Figure S2A). Results obtained are consistent with mild systemic inflammation after APAP overdosing. Interestingly, splenic mRNA accumulation for NSPs popped up (Figure S2A) which concurs with myeloid cell mobilization during APAP-induced ALI 7 and may reflect splenic extramedullary hematopoiesis upregulated by inflammation 41. Splenic NSP gene induction during APAP intoxication was confirmed by additional experimentation evaluating the 24 h time point (Figure S2B-D). Moreover, significantly increased serum levels of CtsG (Figure 1F), NE (Figure 1G), and Prtn3 (Figure 1H) were detectable after APAP administration (analyzed at time point 30 h) - which likewise agrees with neutrophil and monocyte activation during intoxication 7. Interestingly, individual serum levels of CtsG (R^2^ = 0.8763, p < 0.0001) (Figure 1I), NE (R^2^ = 0.7089, p < 0.0001) (Figure 1J), and Prtn3 (R^2^ = 0.7354, p < 0.0001) (Figure 1K) strongly correlated with their linked serum ALT concentrations suggesting that neutrophil activation may relate to the severity of hepatic necrosis.

### CtsC deficient mice display ameliorated APAP-induced ALI

In order to characterize functional consequences of CtsC deficiency, CtsC-KO mice were exposed to APAP at 300 mg/kg for 30 h (protocol I). Figure 2A-C demonstrates significant reduction of APAP-induced ALI in CtsC-KO mice which became apparent on the level of serum ALT (A) and histological parenchymal necrosis (B-C). Amelioration of APAP intoxication by CtsC deficiency was confirmed at the earlier 20 h time point (protocol II), again on the level of ALT (Figure 2D) and parenchymal necrosis (Figure 2E-F). Cyp1A2/Cyp2E1-dependent metabolization of APAP to NAPQI is key to intoxication and reflected by a sharp and rapid decline in hepatic levels of GSH 5, 6, 42. Analysis of hepatic GSH concentrations at 1 h after APAP administration demonstrated that the characteristic drop of this surrogate of APAP metabolism was unaltered in CtsC-KO mice (Figure 2G). Taken together, data presented reveal protection from APAP intoxication by chronic CtsC deficiency which is mechanistically unrelated to APAP metabolism.

### Therapeutic and prophylactic AZD7986 treatment relieves APAP-induced ALI

AZD7986, also known as brensocatib, is a highly potent, reversible, and selective inhibitor of CtsC displaying a broad species-independent capacity for CtsC inhibition. Of note, the compound has been used successfully *in vivo* in healthy rodents (including C57BL/6 mice) and rodent disease models (different from ALI) as well as in human phase I and II clinical trials 35, 43-48. In order to investigate whether short-term application of this compound can affect the course of APAP-induced ALI, AZD7986 was first investigated in a prophylactic model comprising four administrations before and during ongoing intoxication (Figure 3A; protocol III). Interestingly, significant reduction of APAP-induced ALI was achieved by this protocol which became apparent on the level of serum ALT (Figure 3B) and histological parenchymal necrosis (Figure 3C-D). In order to further assess the translational potential of AZD7986 for treating ALI, the compound was additionally applied in a therapeutic protocol (protocol IV) 2.5 h and 12 h *post*-APAP (Figure 3E). Again, AZD7986 significantly ameliorated APAP intoxication as detected by serum ALT (Figure 3F) and histological necrosis (Figure 3G-H), respectively. Figure 3I furthermore demonstrates that AZD7986 did not influence APAP metabolization as analyzed 1 h after APAP administration (by determining of hepatic GSH levels) in the prophylactic treatment protocol. Data presented put forward the unexpected observation that short-term treatment with AZD7986, in a prophylactic or therapeutic protocol, mitigates APAP-induced ALI.

### Analysis of hepatic gene expression during APAP intoxication as detected in AZD7986-treated or CtsC-deficient mice

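Liver RNA was measured in 2 pooled samples taken 30 h after 300 mg/kg APAP, each made from 8 mice. Mice of the AZD7986 pool had received 4 doses of 5 mg/kg of the CtsC inhibitor, 12 h before APAP, together with it, and 12 h and 24 h later. Mice of the vehicle pool had received 4 doses of vehicle. Each pool gave 1 library, so there are no replicates, no test of the treatment is possible, and every interval given covers counting error alone. The vehicle library holds 7657855 counts over 22411 genes, and the AZD7986 library 6700838 counts over 21333 genes, with duplicates already removed by their molecular identifiers. Counts were divided by median-of-ratios size factors (1.10 for the vehicle pool, 0.910 for the AZD7986 pool), and a count of 0 was set to 1 first, as in the paper. A ratio is the normalized count of the AZD7986 pool over that of the vehicle pool, and the exact 95% counting interval follows it in brackets. Ratios are therefore relative to the median gene, and raw counts would shift each log2 ratio by −0.27. Gene lists are described by the median log2 ratio of their members with a summed count of at least 20. The percentile of that median among 10000 random lists of like size and expression comes with it, and a list in the outer 2.5% on either side is called lower or higher. A member is counted as lower or higher where its ratio is at most 0.5 or at least 2 and its interval also excludes 1. In simulated pools of these depths, 86% of 50 genes set to 0.5-fold, each with a summed count of at least 20, had an interval that excluded 1. The rule for a member, which also asks for a ratio of at most 0.5, was met by 50% of them. The simulated fold is that threshold itself, so a share near 50% follows from the setting. Among 50 genes set to 0.25-fold, 100% met the rule.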

In order to gain a broader picture of AZD7986 effects on hepatic gene expression, RNA specimens from all APAP-treated mice used in the prophylactic model (Figure 3A-D) were pooled (per group) at equal shares. Thereafter, pooled samples were analyzed by MACE with focus on genes inhibited under the influence of AZD7986. 

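Spp1, which encodes the secreted matrix protein osteopontin, had 1164 counts in the vehicle pool and 270 in the AZD7986 pool, a ratio of 0.280 [0.244, 0.320]. Thbs1, which encodes the matrix glycoprotein thrombospondin 1, had a ratio of 0.319 [0.220, 0.453]. C5ar1, the receptor of the complement fragment C5a (0.330 [0.216, 0.492]), and Atf3, a stress-induced transcription factor (0.350 [0.249, 0.484]), were lower as well. In all, 2048 genes had a ratio of 0.5 or less, and 2033 genes had a ratio of 2 or more. For 492 of the lower and 359 of the higher genes the interval also excluded 1. Among the 2048 lower genes, 1543 had a summed count under 20, and 460 had no count in the AZD7986 pool. When the summed counts were redrawn 1000 times with no difference between the pools, a mean of 1242 genes reached 0.5-fold or less (range 1155 to 1343) and 1679 reached 2-fold or more. Redraws gave 79.9 lower and 92.6 higher genes whose interval excluded 1, as means of 100. Among genes with a summed count of at least 20, 505 were at 0.5-fold or less, against a mean of 99.93 in the redraws. Without scaling, the split became 4009 lower and 1743 higher genes, 1153 of the lower ones with an interval below 1. Adding 0.5 to each scaled count gave 4485 lower and 2978 higher genes, and adding 1 turned the balance to 2185 lower and 2856 higher. Added amounts change the ratios of genes with few counts most, and 3383 genes had a summed count of 1. Fewer lower genes were left at a summed count of at least 10 (878) or 50 (212), without predicted gene models, Rik genes and pseudogene symbols (1320), and with a stricter interval (152 genes with an interval below 1). Higher genes fell under the same filters to 591, 133 and 941, and to 124 with the stricter interval above 1.

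**Figure D1:**
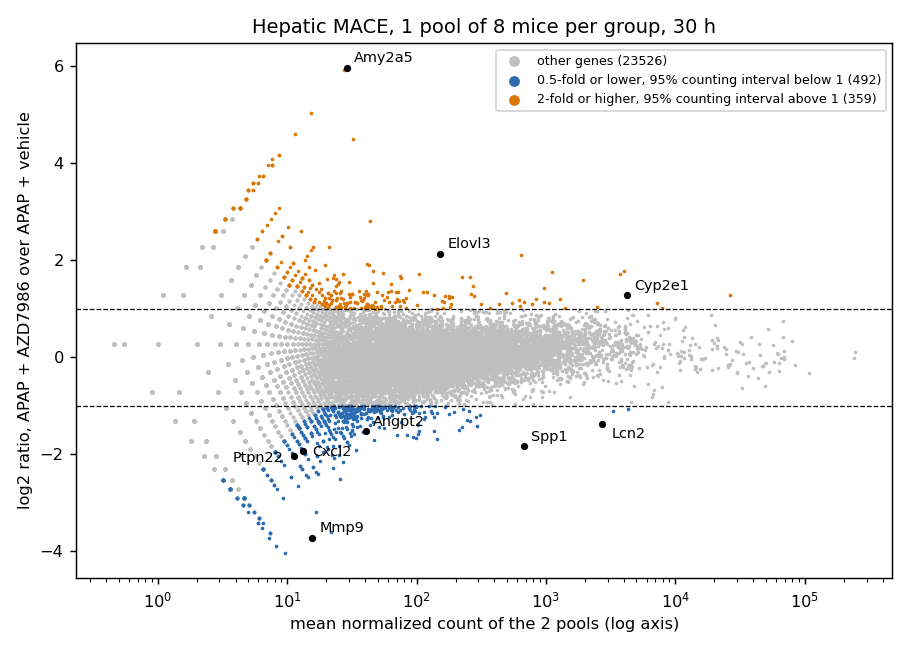
Log2 ratio of the AZD7986 pool over the vehicle pool against the mean normalized count of each gene, with 1 pooled library per group. Blue marks the 492 lower and orange the 359 higher genes whose 95% counting interval excludes 1, and dashed lines mark 0.5-fold and 2-fold.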

After applying a threshold of 'at least 50% downregulation by AZD7986', a set of 2135 genes evolved that was further evaluated based on GOrilla analysis 40 or based on documented involvement in ALI and/or liver failure. Figure 4A displays significantly enriched (p < 0.001) selected GO terms (downregulated by AZD7986) that relate to the process of necroinflammation - a critical parameter of APAP intoxication 8-13. 

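Genes that draw and guide neutrophils were lower in the AZD7986 pool: 11 of 29 members of the chemotaxis and migration list were at 0.5-fold or less with an interval below 1, and 0 were counted as higher. They include Csf3r, the receptor of granulocyte colony-stimulating factor (32 and 5 counts, 0.189 [0.0574, 0.488]), and S100a8, which encodes a subunit of the neutrophil protein calprotectin (472 and 145 counts, 0.371 [0.306, 0.448]). The median log2 ratio of this list was −0.64, at percentile 0 of random lists. Its theme is one of Fig. 4A, so it is not independent evidence of the direction. Lists share members, so their medians are not independent of each other. Csf3r and S100a8 are also neutrophil markers, and Spp1 is on the chemotaxis, monocyte and cholangiocyte lists. Mmp9 is on the neutrophil and metalloproteinase lists, and Lcn2 on the neutrophil, cytokine and acute phase lists. Neutrophil markers had a median of −0.83 (percentile 0) and 6 of 13 members lower, among them Il1r2, the decoy receptor of interleukin-1 (0.241 [0.0821, 0.589]). The antimicrobial protein gene Wfdc21, on the same list, was higher (14577 and 22209 counts, 1.84 [1.80, 1.88]). Markers of monocytes and infiltrating macrophages had a median of −0.50 (percentile 0), with 2 of 19 members lower. Ccr2, the receptor that brings monocytes out of the bone marrow, stood at 0.607 [0.456, 0.804], and the lysozyme gene Lyz2 at 0.806 [0.753, 0.863]. Kupffer cell markers did not stand apart from random lists (median 0.03, percentile 41.7, 0 of 13 members lower or higher). Cd163, a scavenger receptor for haemoglobin, had a ratio of 1.56 [1.14, 2.13], and Slc40a1, the iron exporter, 0.693 [0.624, 0.769]. The paper states that the terms it selected among genes lowered by AZD7986 relate to necroinflammation, which it regards as critical in APAP intoxication.

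**Figure D2:**
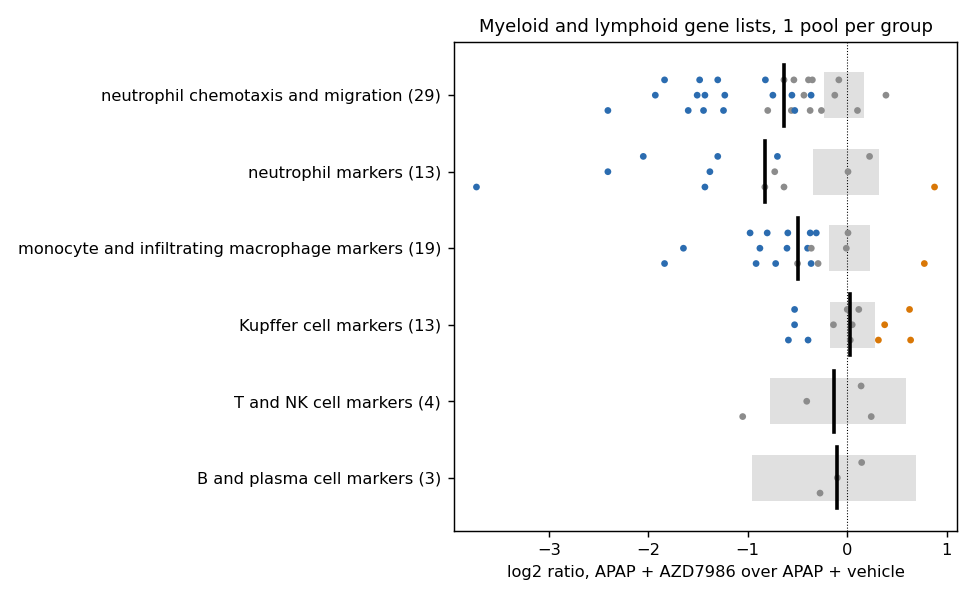
Log2 ratios of the members of 6 cell and function lists (dots; blue, interval below 1; orange, interval above 1; grey, interval that includes 1), with each median as a black bar. Grey bands hold the central 95% of the medians of random lists, and numbers in brackets are members with a summed count of at least 20.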

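Genes of T cell activation and leukocyte adhesion were lower as a group in the AZD7986 pool, with a median log2 ratio of −0.44 (percentile 0.08) and 4 of 30 members at 0.5-fold or less with an interval below 1. These 4 are Runx1, a transcription factor of blood cell development (46 and 12 counts, ratio 0.315 [0.152, 0.604]), Il1b, which encodes interleukin-1β (46 and 14 counts, 0.367 [0.186, 0.680]), the leukocyte phosphatase Ptpn22, and Selplg. Selplg, which encodes the selectin ligand of leukocytes (73 and 24 counts, log2 ratio −1.33), was picked out after its value was seen. The list's 3 most abundant members lay near its median ratio of 0.738 or closer to 1. They are the MHC class II chain H2-Aa (0.762 [0.627, 0.925]), Vcam1 (0.776 [0.633, 0.949]) and the invariant chain Cd74 (0.841 [0.684, 1.03]). Markers of T and NK cells themselves were sparsely counted: 4 of them had a summed count of at least 20, with a median of −0.13 (percentile 44.1). One of these, Ccl5, a chemokine made by activated T cells, had 23 and 21 counts (1.10 [0.580, 2.08]). The 3 B and plasma cell markers with enough counts had a median of −0.10 (percentile 56.0). The activation theme comes from the paper's own enrichment and is not independent evidence of the direction. In the paper's supplement, 21 of 35 terms concern leukocytes, adhesion or toll-like and NOD receptors. Of these 21, 0 have a false discovery rate q-value under 0.05, with a smallest of 0.0635 and 0.194 for neutrophil chemotaxis (the paper's values). The 1 term of the 35 that does is post-anal tail morphogenesis (the paper's q = 0.0312).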

A complete list of those enriched GO terms is shown in Table S1. This approach revealed several inflammatory parameters including a variety of candidate genes previously reported to be pathogenic in diverse forms of ALI. Those were further analyzed in the four treatment protocols applied in Figure 2 and Figure 3 (CtsC-KO mice, time point 30 h (protocol I) and 20 h (protocol II); prophylactic (protocol III; analysis after 30 h) and therapeutic (protocol IV; analysis after 22 h) AZD7986-treatment). 

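Cytokine genes were lower as a group: 9 of 17 members were at 0.5-fold or less in the AZD7986 pool with an interval below 1, and the median log2 ratio was −1.04 (percentile 0). Cxcl2, a chemokine that attracts neutrophils, had 23 counts in the vehicle pool and 5 in the AZD7986 pool, a log2 ratio of −1.93 [−3.68, −0.50]. Ccl2, which attracts monocytes, had a ratio of 0.351 [0.279, 0.440], and the neutrophil chemokine Cxcl1 0.422 [0.350, 0.508]. The iron-binding protein lipocalin 2, encoded by Lcn2, was the most counted member (4335 and 1379 counts, 0.384 [0.361, 0.408]). Il18, a cytokine released after inflammasome activation, was higher (119 and 140 counts, 1.42 [1.10, 1.83]), and Tnf, with 9 and 4 counts, gave no detectable difference at this depth (0.536 [0.121, 1.92]). Among matrix metalloproteinases and their inhibitors, 4 of 16 members were at 0.5-fold or less with an interval below 1, and the median was −0.80 (percentile 0). Mmp9, the gelatinase stored in neutrophil granules, had 32 and 2 counts, a log2 ratio of −3.73 [−6.84, −1.76]. The macrophage elastase Mmp12 (346 and 156 counts, 0.544 [0.448, 0.659]) and the inhibitor Timp1 (161 and 76 counts, 0.570 [0.428, 0.753]) were lower by less. The angiogenesis list had 5 of 20 members lower and a median of −0.53 (percentile 0.01). Angpt2, which destabilizes vessels as a ligand of the Tie2 receptor, had 66 and 19 counts, a log2 ratio of −1.52 [−2.34, −0.77]. Apln, a peptide made by sprouting endothelium, had 44 and 3 counts (0.0823 [0.0163, 0.257]). Vegfa, the main endothelial growth factor, lay at 0.994 [0.882, 1.12]. Counted over the 12 members with a summed count of at least 100, the angiogenesis median was −0.28 (percentile 2.57), which ends its call. Cxcl2, Mmp9 and Angpt2, which the study picked partly on these libraries, are among the lower members of the cytokine, metalloproteinase and angiogenesis lists. These lists are therefore not fully independent evidence of the direction. In the genes the paper names, picked by the study partly on these libraries and so no independent evidence, 6 of 24 members were lower and 1 higher, with a median of −0.24 (percentile 0.56). On the mouse genome build used by the paper, Cxcl2 spans 90903871 to 90905938 on chromosome 5, Mmp9 164940780 to 164955850 on chromosome 2, and Angpt2 18690263 to 18741562 on chromosome 8, where Mcph1 overlaps it on the other strand.

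**Figure D3:**
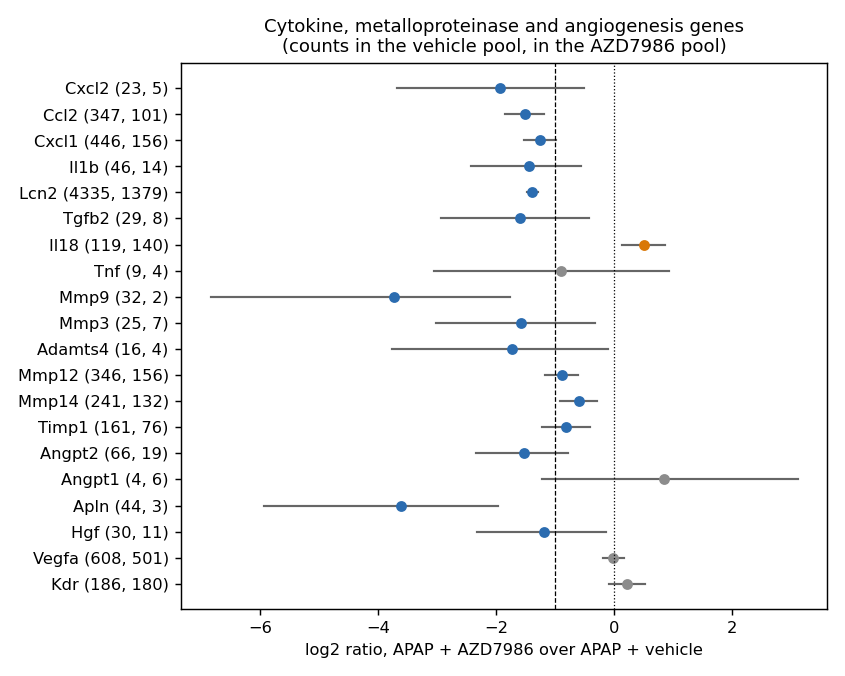
Log2 ratio of the AZD7986 pool over the vehicle pool with its 95% counting interval for 20 cytokine, metalloproteinase and angiogenesis genes. Numbers beside the names are the counts in the vehicle and in the AZD7986 pool, and the dashed line marks 0.5-fold.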

For that purpose, hepatic gene expression was evaluated in RNA samples of individual mice by realtime PCR. Thereby, we identified three genes previously associated with ALI/acute liver failure that were significantly downregulated in at least three out of the four protocols tested and showed a discernable tendency towards inhibition in a fourth protocol. Those were *cxcl2* 17, 22 (Figure 4B**-**E), *mmp9* 49 (Figure 4F-I), and *angpt2* 50 (Figure 4J**-**M).

Hepatic mRNA data translated to the protein levels as shown for Cxcl2 which was analyzed using protocol III (Figure 5A) and I (Figure 5B) and for Mmp9 (Figure 5C) which was analyzed using protocol I. Angpt2 protein (Figure 5D), likewise analyzed in CtsC-KO mice using protocol I, showed a tendency towards downregulation that, however, did not reach statistical significance in the group of mice analyzed.

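Ptpn22, a tyrosine phosphatase of leukocytes, had 20 counts in the vehicle pool and 4 in the AZD7986 pool, or 18.2 and 4.39 normalized counts, a ratio of 0.241 [0.0600, 0.721]. It was the 1 member of 27 on the list of toll-like receptor, NOD and ubiquitin signalling at 0.5-fold or less with an interval below 1. Receptors and their partners on that list lay closer to 1: Tlr13, a sensor of bacterial ribosomal RNA, at 0.517 [0.295, 0.879], Cd14, the co-receptor for lipopolysaccharide, at 0.589 [0.425, 0.808], and the kinase Irak1 at 0.807 [0.717, 0.909]. Tlr3 (32 and 30 counts) and Tlr4 (20 and 17 counts) had ratios of 1.13 [0.664, 1.92] and 1.03 [0.505, 2.06]. The list's median log2 ratio was −0.20 (percentile 9.22), inside the range of random lists, and its theme follows a term of Fig. 4A. With members of any count included, the median was −0.26 (percentile 2.33), a lower call. Genes of the type I interferon response did not stand apart from random lists either (median −0.16, percentile 10.6). On that list, 2 of 37 members were at 0.5-fold or less with an interval below 1, the antiviral genes Ifit2 (20 and 5 counts, 0.302 [0.0885, 0.828]) and Oasl2 (50 and 19 counts, 0.459 [0.255, 0.792]). The receptor chain Ifnar1 had a ratio of 0.840 [0.647, 1.09], and Cxcl9, a chemokine induced by interferon-γ, one of 1.76 [1.19, 2.62]. Ptpn22 lies on chromosome 3, from 103859795 to 103912247, where 2 predicted genes overlap it on the same strand.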

GOrilla analysis (Figure 4A) of genes downregulated by AZD7986 suggested significant regulation of the GO term 'regulation of toll-like receptor 9 signaling' and of the associated gene *ptpn22*. Ptpn22 is regarded a positive regulator of toll-like receptor-3, -4, -9-induced type I IFN production 51, 52. Interestingly, type I IFN receptor signaling aggravates APAP-induced ALI, particularly in the early phase of injury 53-55. Subsequent evaluation of RNA specimens derived from individual mice confirmed a significant reduction of *ptpn22* expression in protocol I (Figure 6A), II (Figure 6B), and IV (Figure 6D); only a tendency towards Ptpn22 modulation was observed for protocol III (Figure 6C). Of note, analysis of hepatic Ptpn22 protein expression by ELISA revealed significant inhibition of this phosphatase by AZD7986 at 30 h after APAP administration (protocol III) in these same mice.

## Discussion

CtsC activity is considered key to neutrophil differentiation thus directing the course of syndromes associated with acute inflammation, among others APAP-induced ALI. As already alluded to, the role of neutrophilic inflammation in APAP intoxication is complex in terms of function but can drive pathology in cases where the insult exceeds a threshold of hepatic tissue damage. Under those conditions of prevailing pathological inflammation, inhibition of neutrophil-activating Cxcl2 by neutralizing antibodies 22 or by Cxcr2 antagonism 17 can be protective. Aforementioned threshold levels of hepatic damage likely depend on complex parameters that may include intestinal permeability and the gut microbiota repertoire 56. Of note, pathological (myeloid) inflammation in APAP-induced ALI also extends to early infiltrating monocytes as evidenced by protection after targeting the Ccl2/Ccr2-axis 57.

Herein, we set out to characterize APAP-induced ALI in CtsC-KO mice and their WT counterparts. Reduced toxicity as observed in CtsC-KO mice was independent on APAP metabolization and detectable on the level of histological necrosis and serum ALT. Data fully agree with previously reported amelioration of APAP-induced ALI in mice deficient for *elane*/NE 18 and imply that downregulation of NSPs by chronic lack of CtsC activity is at the basis of hepatic protection seen in CtsC-KO mice.

Due to the fact that CtsC acts on early hematopoietic precursors, downregulation of NSPs by pharmacological means requires extended periods of CtsC inhibition for several days 35, 43. The translational potential of short-term CtsC inhibition in APAP intoxication was nevertheless evaluated by applying a prophylactic and a therapeutic AZD7986 treatment protocol. Surprisingly, short-term administration of AZD7986 reduced liver damage in response to APAP in both protocols. This observation suggests an additional more rapid mode of action responsible for hepatic protection by CtsC inhibition - beyond inhibition of granule-associated serine proteases. On the other hand, although AZD7986 is considered to be a highly potent and selective CtsC inhibitor 25, 48, it is impossible to fully exclude that hitherto unrecognized tissue-protective off-target effects of the compound are at work as contributing factor. Of note, amelioration of APAP-induced ALI by therapeutically administered AZD7986 was observed when given 2.5 h after APAP. Therefore, we can exclude that the compound acts on APAP metabolization because the given dosage of 300 mg/kg is already fully metabolized at this time point 42, 58.

Hepatic 3'mRNA sequencing combined with GOrilla analysis revealed that AZD7986 inhibited 'GO biological processes' that trigger acute inflammation in response to APAP. Further analysis of expression data disclosed a set of genes showing broad downregulation in CtsC-KO and AZD7986-treated-WT mice (protocols I-IV) along with documented pathogenic functions in ALI or liver failure, namely *cxcl2*, *mmp9*, and *angpt2.* Whereas Cxcl2 is key to initiation of aforementioned pathogenic inflammation 17, 22, Mmp9 and Angpt2 have critical functions in more distal parts of the inflammatory cascade. In fact, Mmp9 has been linked to pathogenesis in several rodent ALI models including APAP intoxication 49, lipopolysaccharide/β-galactosamine-induced ALI 59, and hepatic ischemia/reperfusion injury 60. In accord with data presented herein, overexpression of CtsC in human hepatoma cells has been associated with augmented Mmp9 61. Mechanistically, Mmp9 is supposed to contribute to ALI-associated sinusoidal demise and vascular pathology 49, 59. Mmp9 actually interferes with hepatic repair/resolution and regeneration by degrading vascular endothelial growth factor (VEGF) which is key to the recruitment of liver sinusoidal endothelial cell (LSEC) progenitor cells 62. Of note, VEGF signaling supports repair in murine APAP-induced ALI, particularly in later phases of intoxication 63, 64. Angpt2 has been described as surrogate of disease severity in clinical acute liver failure 65 and its relative upregulation (versus Angpt1) in murine acute-on-chronic-liver failure mediates hepatocyte dysfunction and disease via CCAAT/enhancer binding protein-β 50. Interestingly, Angpt2 can also support production of anti-proliferative transforming growth factor-β1 by LSEC which was demonstrated in murine partial hepatectomy 66. This observation should be relevant in the given context because transforming growth factor-β1 likewise restrains regeneration in APAP-induced ALI 67. Instructed by GOrilla analysis, we also investigated regulation of hepatic Ptpn22 expression. Herein, we introduce this primarily leukocytic phosphatase as inducible during ALI. In addition to amplifying innate production of type I IFN 51, 52, Ptpn22 has the capability to enhance IFN signal transduction which was demonstrated by analysis of signal transducer and activator of transcription-1 in IFNα-stimulated (Ptpn22-deficient) CD8^+^ T cells 68. Therefore, Ptpn22 can potentiate type I IFN biological activity on several levels which should promote liver injury after APAP overdosing 53-55. Taken together, genetic CtsC deficiency or treatment with AZD7986 consistently interfered with expression of Cxcl2, Mmp9, Angpt2, and Ptpn22 which are regarded pathogenic by action on the hepatic injury (up to 24 h after APAP 42) and/or the repair/resolution (after 24 h 42) phase of ALI.

As already alluded to, CtsC inhibition may promote hepatic repair and disease resolution e.g. by suppression of Mmp9. Of note, a recent study by Feng et al. adds complexity at this point. Data presented suggest that cathepsin B (CtsB) supports resolution in the late phase (96 h) of concanavalin A-induced liver injury 69. Because CtsC has been shown to increase activation of rodent CtsB, at least *in vitro* 70, a reduction of CtsC-dependent CtsB may modulate protective properties of AZD7986.

CtsC is constitutively expressed in various organs including spleen, lung, kidney, and liver 25 with active enzyme being released by activated myeloid cells such as neutrophils but also by some non-leukocytic cell types 25, 71. However, substrates and functions of CtsC beyond activation of granule-associated serine proteases in hematopoietic precursors are barely characterized. Recently, it was shown that renal podocytes release active CtsC which could be further augmented by exposure to high-glucose. Since CtsC downregulation in podocytes decreased their albumin permeability, podocyte-derived CtsC has been suggested to contribute to kidney injury in diabetic nephropathy 71. A potentially most interesting target of CtsC in APAP-induced ALI is the urokinase-type plasminogen activator. Intriguingly, CtsC has been shown to be capable of re-activating thrombin-cleaved urokinase-type plasminogen activator 72, 73. Since plasmin is pathogenic in APAP-induced ALI 74, 75, it is tempting to speculate that CtsC may act via augmented plasmin activation during early intoxication.

## Conclusions

Taken together, this work suggests CtsC as therapeutic target for the treatment of paradigmatic APAP-induced ALI. Since AZD7986 (brensocatib) is currently being evaluated in a phase III clinical trial for the treatment of non-cystic-fibrosis bronchiectasis, data presented are relevant in terms of translation and shed light on a novel therapeutic approach addressing drug-induced ALI in general.

## Supplementary Material

Supplementary figures and table.

## Figures and Tables

**Figure 1:**
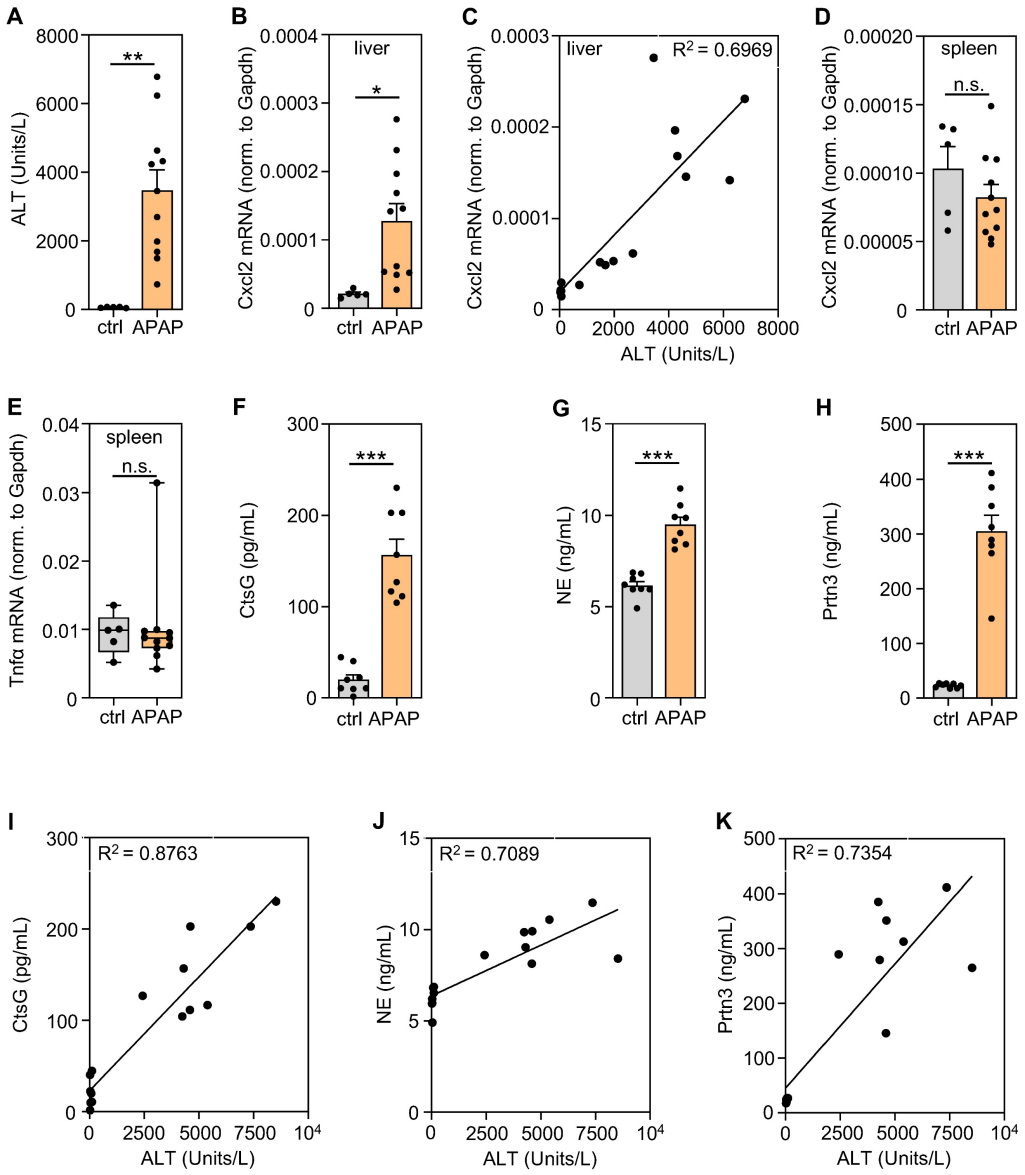
** Significantly increased levels of serum NSPs in APAP-induced ALI and their correlation with disease severity. A-E** Male C57BL/6J mice received either 0.9% NaCl (ctrl, n = 5) or APAP at 300 mg/kg (n = 11). After 30 h, splenic/hepatic tissues and sera were analyzed. **A** To assess liver damage, serum ALT levels were determined (**p < 0.01). **B** Hepatic mRNA expression of Cxcl2 in these same mice was analyzed using realtime PCR and results showed a strong correlation to the linked ALT levels (**C**). Moreover, splenic mRNA expression of Cxcl2 (**D**) and Tnfα (**E**) was analyzed using realtime PCR. **B, D-E** Target mRNA normalized to Gapdh is shown as absolute values (*p < 0.05). **F-H** Male C57BL/6J mice received either 0.9% NaCl or APAP at 300 mg/kg (each group n = 8). After 30 h, serum levels of CtsG (**F**), NE (**G**), and Prtn3 (**H**) were determined by ELISA (***p < 0.001). **I-K** In these same serum samples, CtsG (**I**), NE (**J**), and Prtn3 (**K**) strongly correlated with their linked serum ALT levels. Statistical analysis: **A-B, D, F-H**, raw data were analyzed by unpaired Student´s *t*-test and are shown as means ± SEM; **E**, raw data were analyzed by Mann-Whitney-U-test and are shown as boxplots; **C, I-K,** R^2^ was calculated by simple linear regression; n.s., not statistically significant.

**Figure 2:**
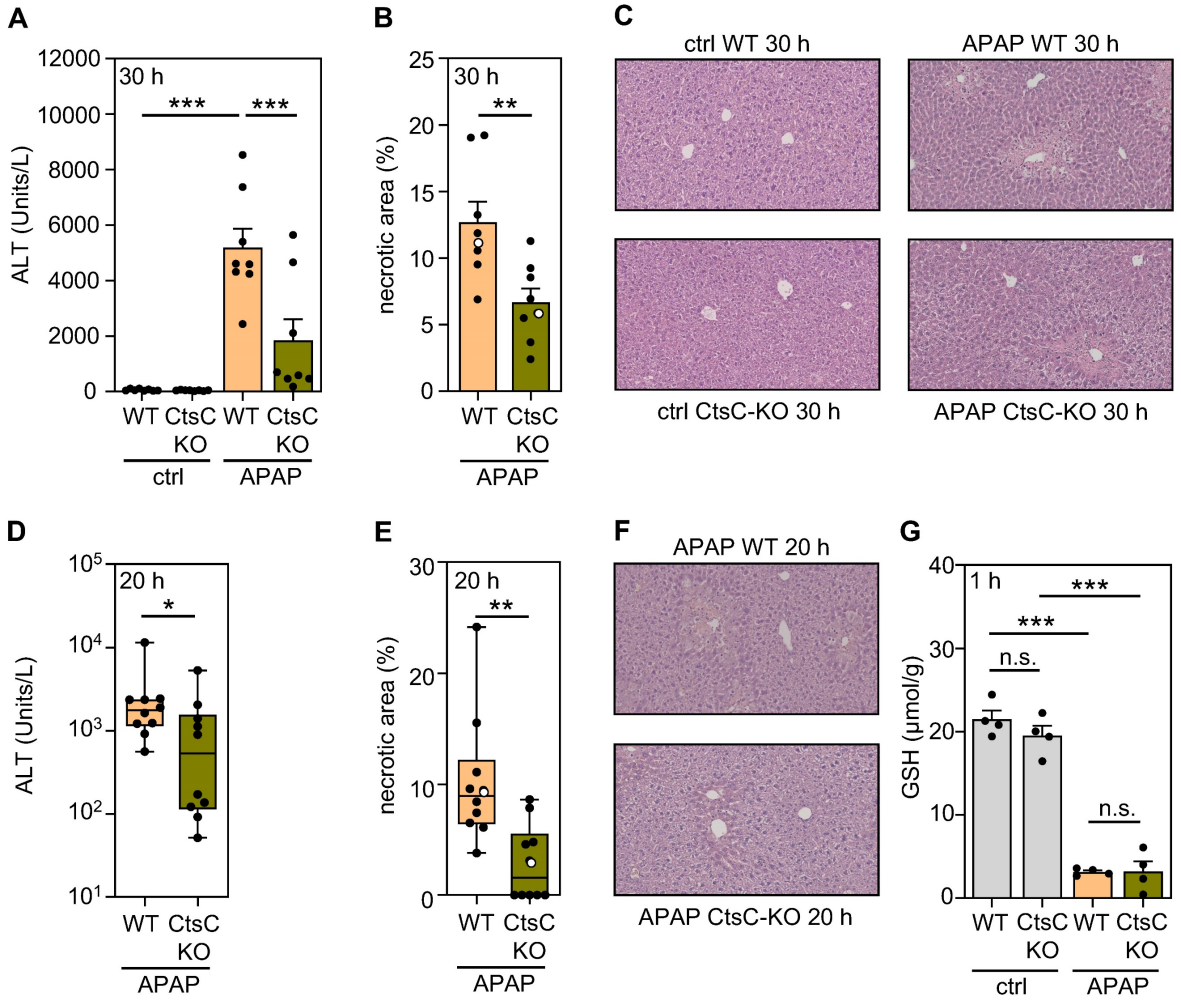
** CtsC-deficient mice display ameliorated APAP-induced ALI.** Male WT and CtsC-deficient (CtsC-KO) C57BL/6J mice received either 0.9% NaCl (ctrl) or APAP (300 mg/kg) (**A-C, G**) or APAP (300 mg/kg) (**D-F**). After 30 h (protocol I) (**A-C**), 20 h (protocol II) (**D-F**), or 1 h (**G**) hepatic tissue and serum was analyzed. **A, D** Serum ALT levels were measured after 30 h (**A**, n = 8 for each group; ***p < 0.001) or 20 h (**D**, n = 10 for each group; *p < 0.05). **B, E** Quantitative analysis of necrotic areas in H&E-stained liver sections obtained from APAP-treated mice at 30 h (**B**,* n* = 8 for each group; ** p < 0.01) or 20 h (**E**, *n* = 10 for each group; ** p < 0.01). **C, F** Representative images of H&E-stained sections at 30 h (**C**, ctrl and APAP-treated groups) or 20 h (**F**, APAP-treated groups). Selected specimens from APAP-treated groups shown as representative are highlighted as white circles in the corresponding subfigures **(B, E)**. **G** Levels of GSH were determined in liver homogenates (*n* = 4 for each group; ***p < 0.001). Statistical analysis: **A, G,** raw data were analyzed by one-way ANOVA with post hoc Bonferroni correction and are shown as means ± SEM; **B,** raw data were analyzed by unpaired Student´s *t*-test and are shown as means ± SEM; **D-E,** raw data were analyzed by Mann-Whitney-U-test and are shown as boxplots. n.s., not statistically significant.

**Figure 3:**
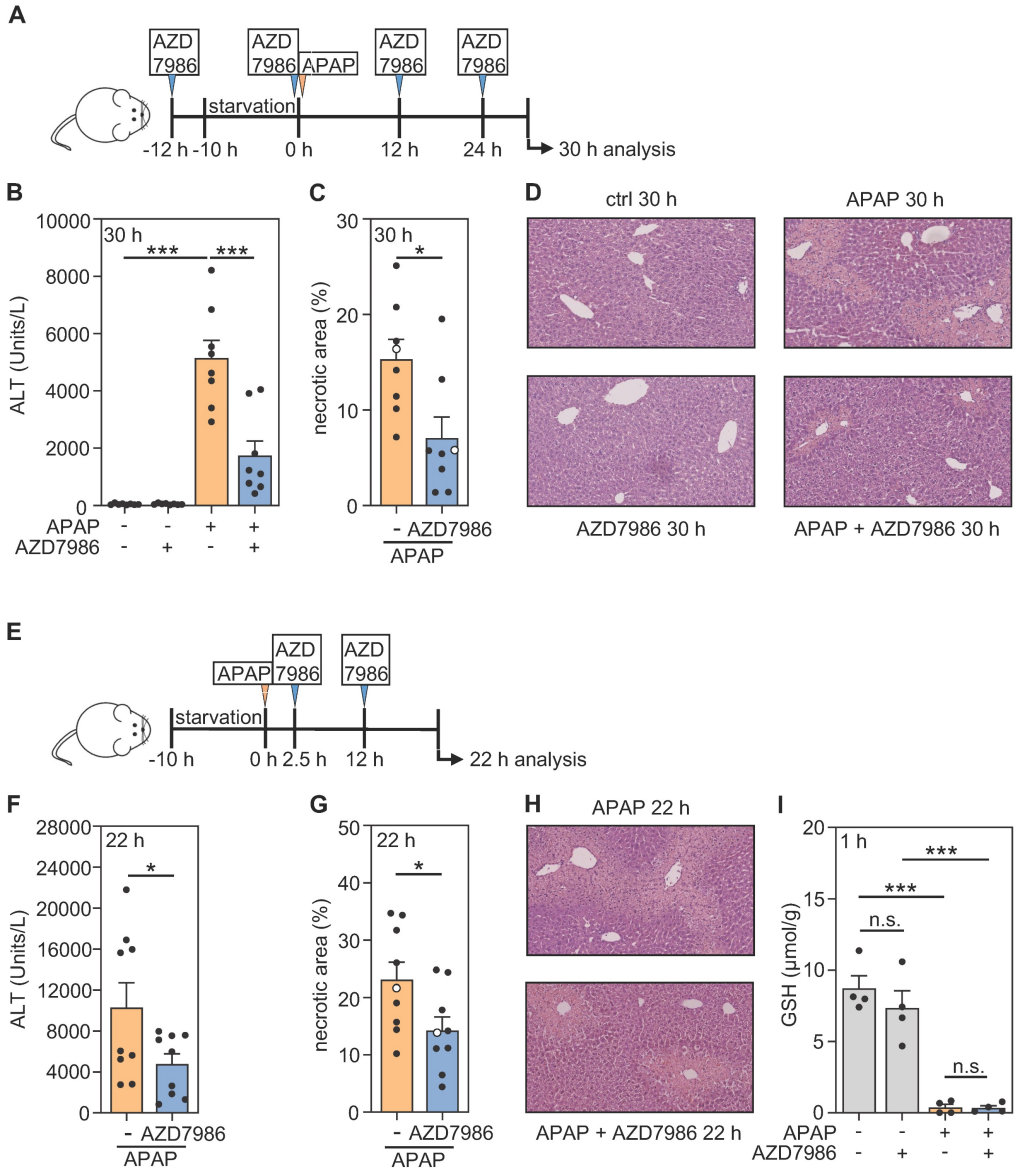
** Prophylactic and therapeutic administration of AZD7986 ameliorates APAP-induced ALI. A-D** Male WT C57BL/6J mice received, in a prophylactic treatment protocol with four AZD7986 administrations (**A**), either 0.9% NaCl (ctrl), or 0.9% NaCl + AZD7986 (5 mg/kg), or APAP (300 mg/kg), or APAP (300 mg/kg) + AZD7986 (5 mg/kg). Groups not treated with AZD7986 received four administrations of vehicle-AZD7986. After 30 h (protocol III), liver injury was determined by analysis of serum ALT (**B,** n = 8 for each group; ***p < 0.001) and by quantitative analysis of necrotic areas in H&E-stained liver sections (**C**, n = 8 for each group; *p < 0.05). **D** Representative images of H&E-stained sections. Selected specimens of APAP-treated groups shown as representative are highlighted as white circles in the corresponding subfigure **C**. **E-H** Male WT C57BL/6J mice received, in a therapeutic treatment protocol with two AZD7986 administrations (**E**), either APAP (300 mg/kg) + vehicle-AZD7986, or APAP (300 mg/kg) + AZD7986 (5 mg/kg). After 22 h (protocol IV), liver injury was determined by analysis of serum ALT (**F,** n = 9 for each group; *p < 0.05) and by quantitative analysis of necrotic areas in H&E-stained liver sections (**G**, n = 9 for each group; *p < 0.05). **H** Representative images of H&E-stained sections. Selected specimens of APAP-treated groups shown as representative are highlighted as white circles in the corresponding subfigure **G**. **I** Male WT C57BL/6J mice received, in a prophylactic treatment model with two AZD7986 administrations (**A**, with termination of experiment 1 h after APAP), either 0.9% NaCl (ctrl), or 0.9% NaCl + AZD7986 (5 mg/kg), or APAP (300 mg/kg), or APAP (300 mg/kg) + AZD7986 (5 mg/kg). Groups not treated with AZD7986 received two vehicle-AZD7986 administrations. AZD7986 or vehicle-AZD7986 were applied 12 h before and together with APAP. 1 h after APAP administration levels of GSH were determined in liver homogenates (*n* = 4 for each group; ***p < 0.001). Statistical analysis: **B, I**, raw data were analyzed by one-way ANOVA with post hoc Bonferroni correction and are shown as means ± SEM; **C, F, G,** raw data were analyzed by unpaired Student´s *t*-test and are shown as means ± SEM; n.s., not statistically significant.

**Figure 4:**
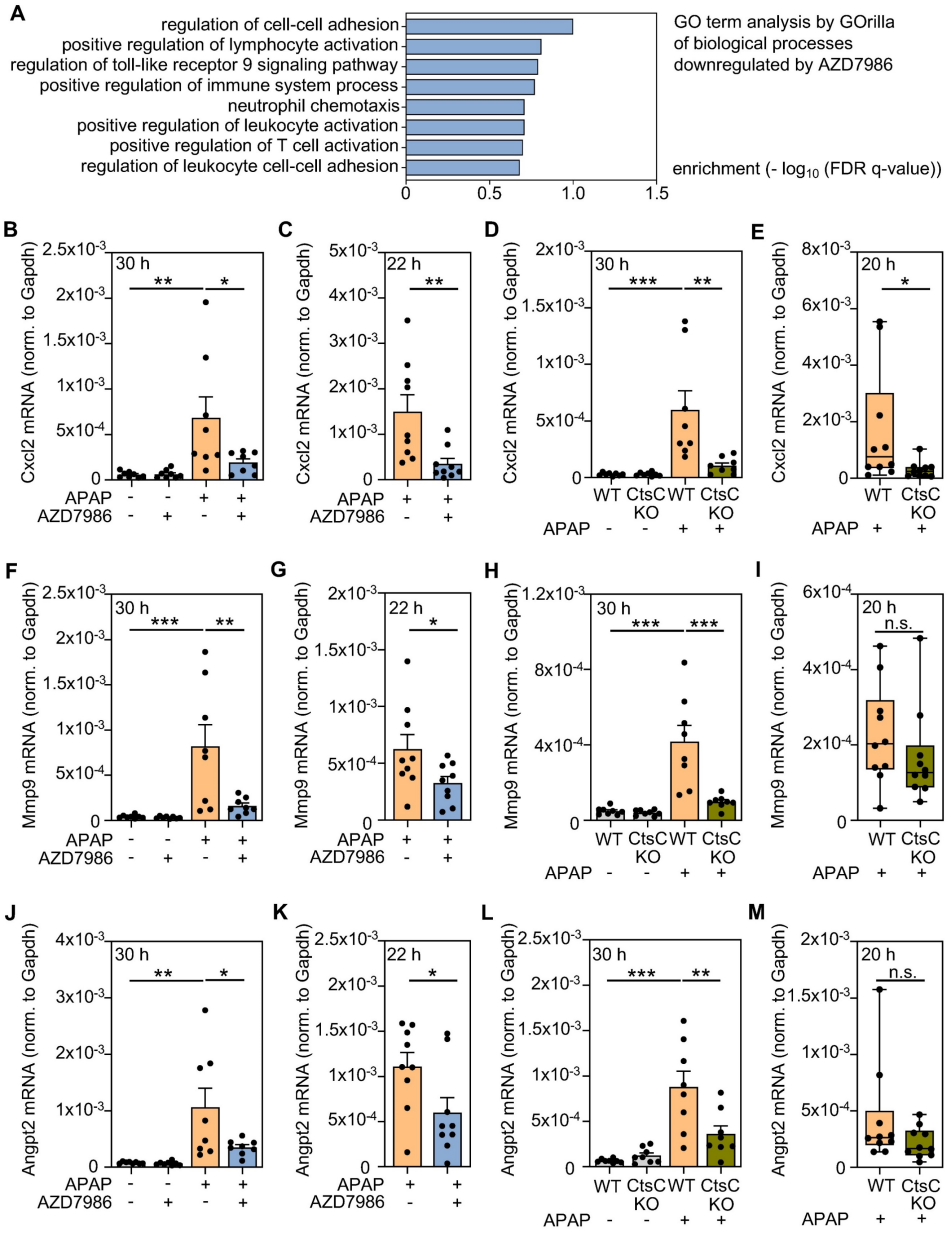
** Analysis of hepatic gene expression during APAP-induced ALI as detected under the influence of AZD7986 or in CtsC-deficient mice. A-B, F, J** Male WT C57BL/6J mice received, in the prophylactic treatment protocol III (n = 8 for each group) (see Figure 3A), either 0.9% NaCl (ctrl), or 0.9% NaCl + AZD7986 (5 mg/kg), or APAP (300 mg/kg), or APAP (300 mg/kg) + AZD7986 (5 mg/kg). Groups not treated with AZD7986 received four administrations of vehicle-AZD7986. **A** After 30 h (protocol III), hepatic RNA was pooled (per experimental condition) in equal shares and evaluated for gene expression by MACE. GO term analysis was performed on 2135 genes significantly downregulated by AZD7986 in APAP-treated mice (by at least 50%) using GOrilla. Shown are biological processes significantly downregulated (p < 0.001) by AZD7986 that relate to necroinflammation/immunoregulation. **B, F, J** After 30 h, hepatic mRNA expression of Cxcl2 (**B**), Mmp9 (**F**), and Angpt2 (**J**) was quantified using realtime PCR. Target mRNA normalized to Gapdh is shown as absolute values (*p < 0.05, **p < 0.01, ***p < 0.001). **C, G, K** Male WT C57BL/6J mice received, in the therapeutic treatment protocol (see Figure 3E), either APAP (300 mg/kg) + vehicle-AZD7986, or APAP (300 mg/kg) + AZD7986 (5 mg/kg). After 22 h (protocol IV), hepatic mRNA expression of Cxcl2 (**C**), Mmp9 (**G**), and Angpt2 (**K**) was quantified using realtime PCR. Target mRNA normalized to Gapdh is shown as absolute values (n = 9 for each group; *p < 0.05, **p < 0.01). **D-E, H-I, L-M** Male WT and CtsC-KO C57BL/6J mice received either 0.9% NaCl (ctrl) or APAP (300 mg/kg) with n = 8 for each group (**D, H, L**) or APAP (300 mg/kg) with n = 10 for each group (**E, I, M**) (see Figure 2). After 30 h (**D, H, L**, protocol I) or 20 h (**E, I, M**, protocol II), hepatic mRNA expression of Cxcl2 (**D-E**), Mmp9 (**H-I**), and Angpt2 (**L-M**) was quantified using realtime PCR. Target mRNA normalized to Gapdh is shown as absolute values (*p < 0.05, **p < 0.01, ***p < 0.001). Statistical analysis: **B, D, F, H, J, L,** raw data were analyzed by one-way ANOVA with post hoc Bonferroni correction and are shown as means ± SEM; **C, G, K,** raw data were analyzed by unpaired Student´s *t*-test and are shown as means ± SEM; **E, I, M,** raw data were analyzed by Mann-Whitney-U-test and are shown as boxplots; n.s., not statistically significant.

**Figure 5:**
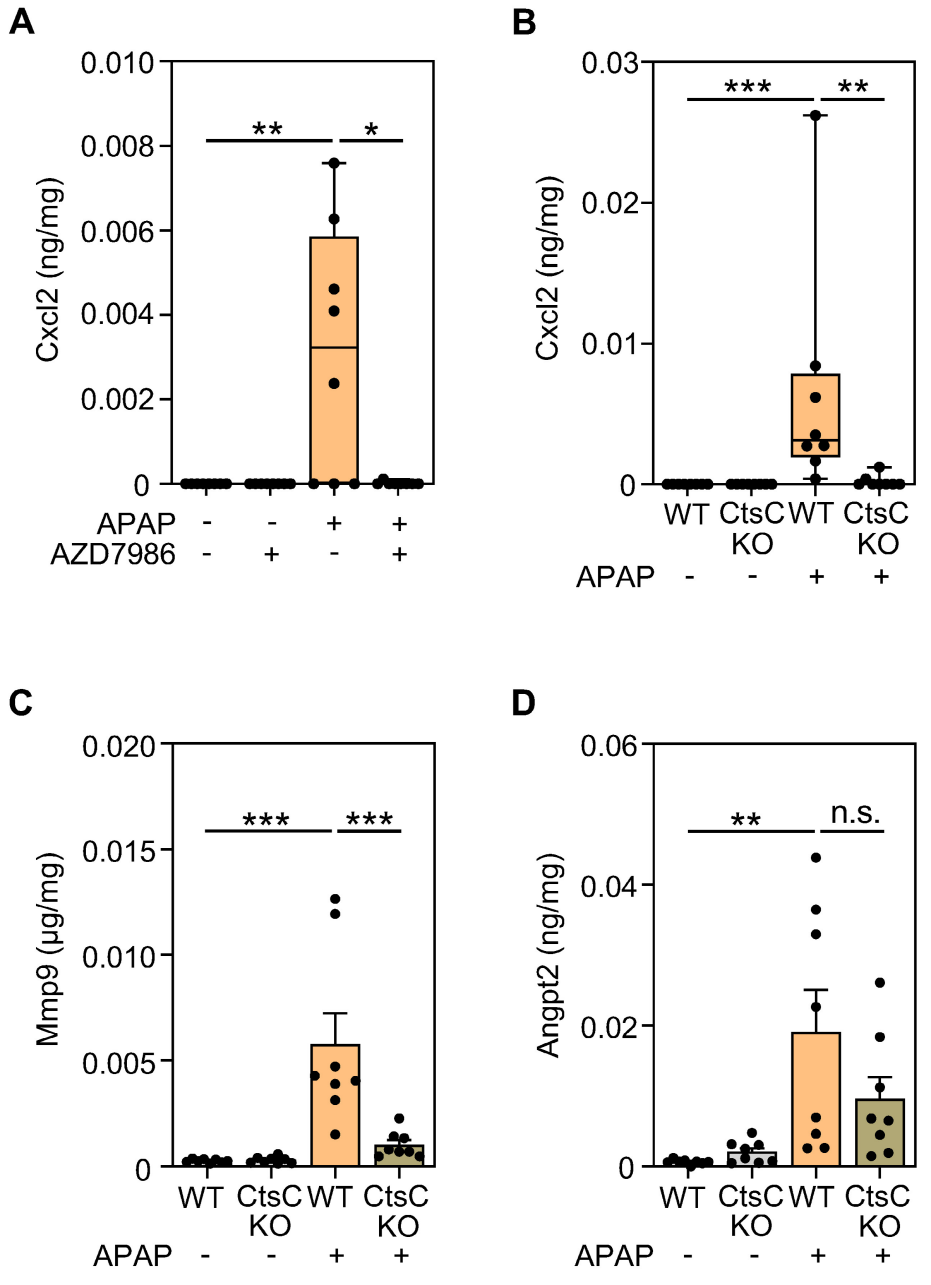
** Modulation of Cxcl2, Mmp9, and Angpt2 protein expression by targeting CtsC. A** Male WT C57BL/6J mice received, in a prophylactic treatment protocol with four AZD7986 administrations (see Figure 3A), either 0.9% NaCl (ctrl), or 0.9% NaCl + AZD7986 (5 mg/kg), or APAP (300 mg/kg), or APAP (300 mg/kg) + AZD7986 (5 mg/kg). Groups not treated with AZD7986 received four administrations of vehicle-AZD7986. After 30 h (protocol III), hepatic protein levels of Cxcl2 were analyzed by ELISA (n = 8 for each group; *p < 0.05, **p < 0.01). **B-D** Male WT and CtsC-KO C57BL/6J mice received either 0.9% NaCl (ctrl) or APAP (300 mg/kg) (see Figure 2A-C). After 30 h (protocol I), hepatic levels of Cxcl2 (**B**), Mmp9 (**C**), and Angpt2 (**D**) protein were analyzed by ELISA (n = 8 for each group; **p < 0.01, ***p < 0.001). Statistical analysis: **A-B**, raw data were analyzed by Kruskal-Wallis test with post hoc Dunn's test and are shown as boxplots; **C-D**, raw data were analyzed by one-way ANOVA with post hoc Bonferroni correction and are shown as means ± SEM. n.s., not statistically significant.

**Figure 6:**
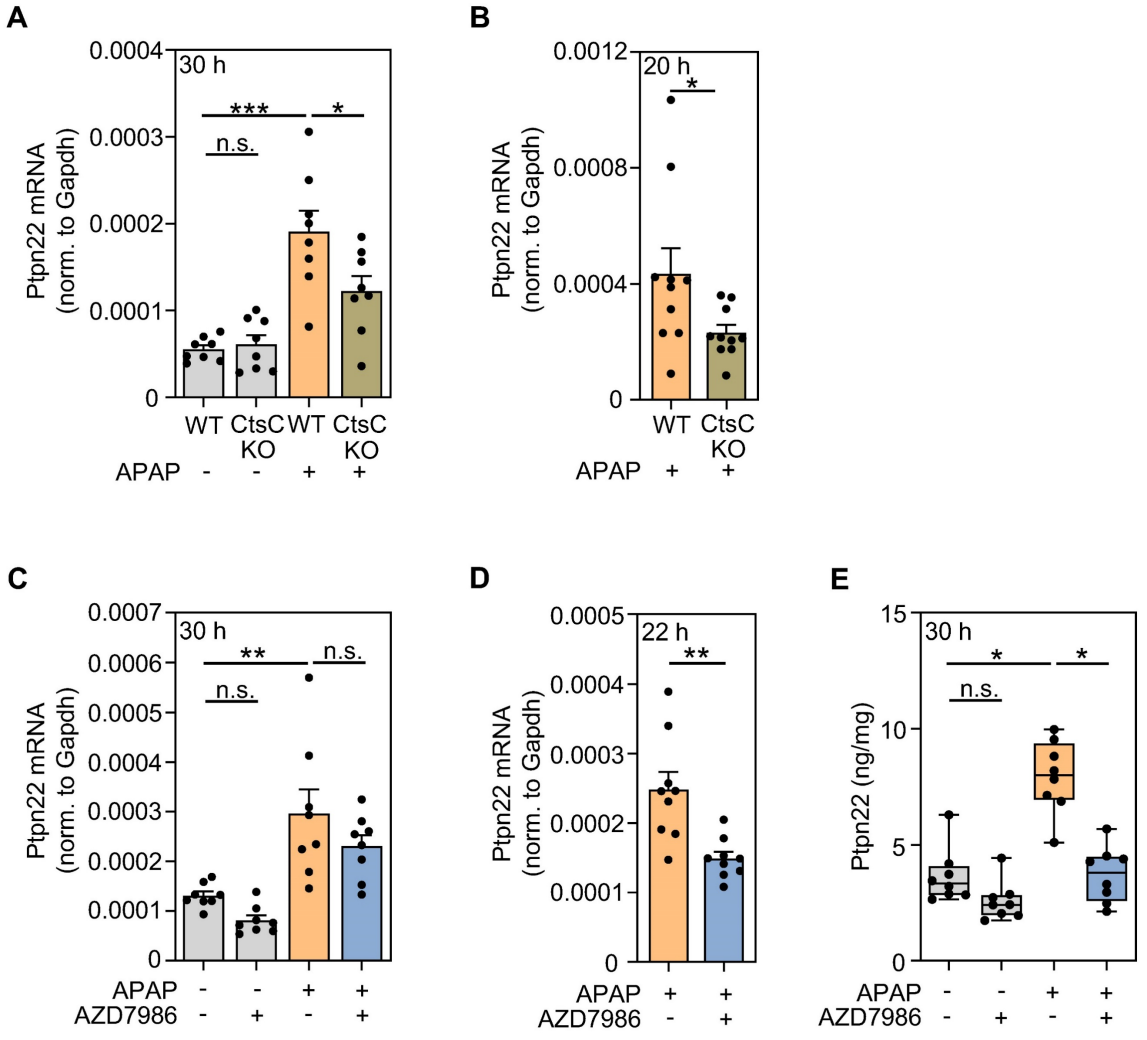
** Modulation of Ptpn22 expression by targeting CtsC. A-B** Male WT and CtsC-KO C57BL/6J mice received either 0.9% NaCl (ctrl) or APAP (300 mg/kg) (**A**) or APAP (300 mg/kg) (**B**) (see Figure 2A-F). After 30 h (protocol I) with n = 8 for each group (**A**) or 20 h with n = 10 for each group (protocol II) (**B**), hepatic mRNA expression of Ptpn22 was quantified using realtime PCR. Target mRNA normalized to Gapdh is shown as absolute values (*p < 0.05, ***p < 0.001). **C, E** Male wildtype C57BL/6J mice received, in a prophylactic treatment protocol with four AZD7986 administrations (see Figure 3A), either 0.9% NaCl (ctrl), or 0.9% NaCl + AZD7986 (5 mg/kg), or APAP (300 mg/kg), or APAP (300 mg/kg) + AZD7986 (5 mg/kg). Groups not treated with AZD7986 received four administrations of vehicle-AZD7986. **C** After 30 h (protocol III), hepatic mRNA expression of Ptpn22 was quantified using realtime PCR. Target mRNA normalized to Gapdh is shown as absolute values (n = 8 for each group; **p < 0.01). **D** Male WT C57BL/6J mice received, in the therapeutic treatment protocol (see Figure 3E), either APAP (300 mg/kg) + vehicle-AZD7986, or APAP (300 mg/kg) + AZD7986 (5 mg/kg). After 22 h (protocol IV), hepatic mRNA expression of Ptpn22 was quantified using realtime PCR. Target mRNA normalized to Gapdh is shown as absolute values (n = 9 for each group; **p < 0.01). **E** After 30 h (protocol III), hepatic protein levels of Ptpn22 were analyzed by ELISA (n = 8 for each group; *p < 0.05). Statistical analysis: **A, C**, raw data were analyzed by one-way ANOVA with post hoc Bonferroni correction and are shown as means ± SEM; **B, D**, raw data were analyzed by unpaired Student´s *t*-test and are shown as means ± SEM; **E**, raw data were analyzed by Kruskal-Wallis test with post hoc Dunn's test and are shown as boxplots; n.s., not statistically significant.

## Abbreviations

ALI: acute liver injury
Angpt2: Angiopoietin-2
APAP: Acetaminophen
ctrl: Control
Cts: Cathepsin
Cxcl2: C-X-C motif chemokine 2
ELISA: Enzyme-linked immunosorbent assay
Gapdh: Glyceraldehyde-3-phoshate dehydrogenase
Glutathione (reduced): GSH
IL: Interleukin
IFN: Interferon
KO: knockout
MACE: Massive analysis of cDNA ends
MMP9: Matrix metalloproteinase-9
NAPQI: N-acetyl-para-benzoquinone imine
NE: Neutrophil elastase
NSP: Neutrophil serin protease
PCR: Polymerase chain reaction
Prtn3: Proteinase-3
Ptpn22: Tyrosine-protein phosphatase non-receptor type 22
Tnfα: Tumor necrosis factor-α
WT: wildtype

# Supplementary material for: Targeting cathepsin C ameliorates murine acetaminophen-induced liver injury
**Source:** Theranostics. 2024 May 13;14(8):3029–42. doi: 10.7150/thno.96092
**Supplement:** Supplementary file 1 — Supplementary figures and table.

Figure S1

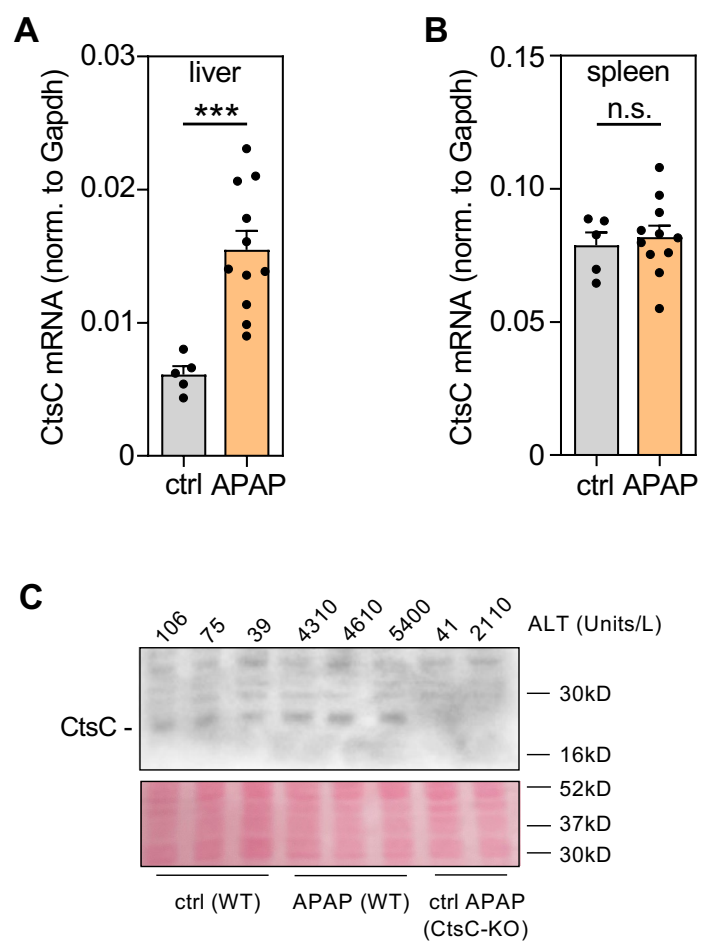

Legend Figure S1

CtsC gene expression in APAP-induced ALI. A–B Male C57BL/6J mice received either 0.9% NaCl (ctrl, n = 5) or APAP at 300 mg/kg (n = 11). After 30 h, splenic/hepatic tissues and sera were analyzed (see Fig. 1A–D). Splenic (A) and hepatic (B) mRNA expression of CtsC in these same mice was analyzed using realtime PCR. Target mRNA normalized to Gapdh is shown as absolute values (**p < 0.01). **C** Male WT and CtsC-deficient (CtsC-KO) C57BL/6J mice received either 0.9% NaCl (ctrl) or APAP (300 mg/kg). After 30 h (protocol I) hepatic tissue and serum was analyzed (see Figure 2A–C). Mouse specimens were randomly selected for immunoblot analysis of CtsC. Linked ALT levels are additionally shown. In accord with previous data [26], murine CtsC protein produced a specific band at 25 kD which, as expected, disappeared in CtsC-KO mice. In addition, a Ponceau S stain of the blot is shown. Statistical analysis: raw data were analyzed by unpaired Student's t-test and are shown as means ± SEM; n.s., not statistically significant.

Figure S2

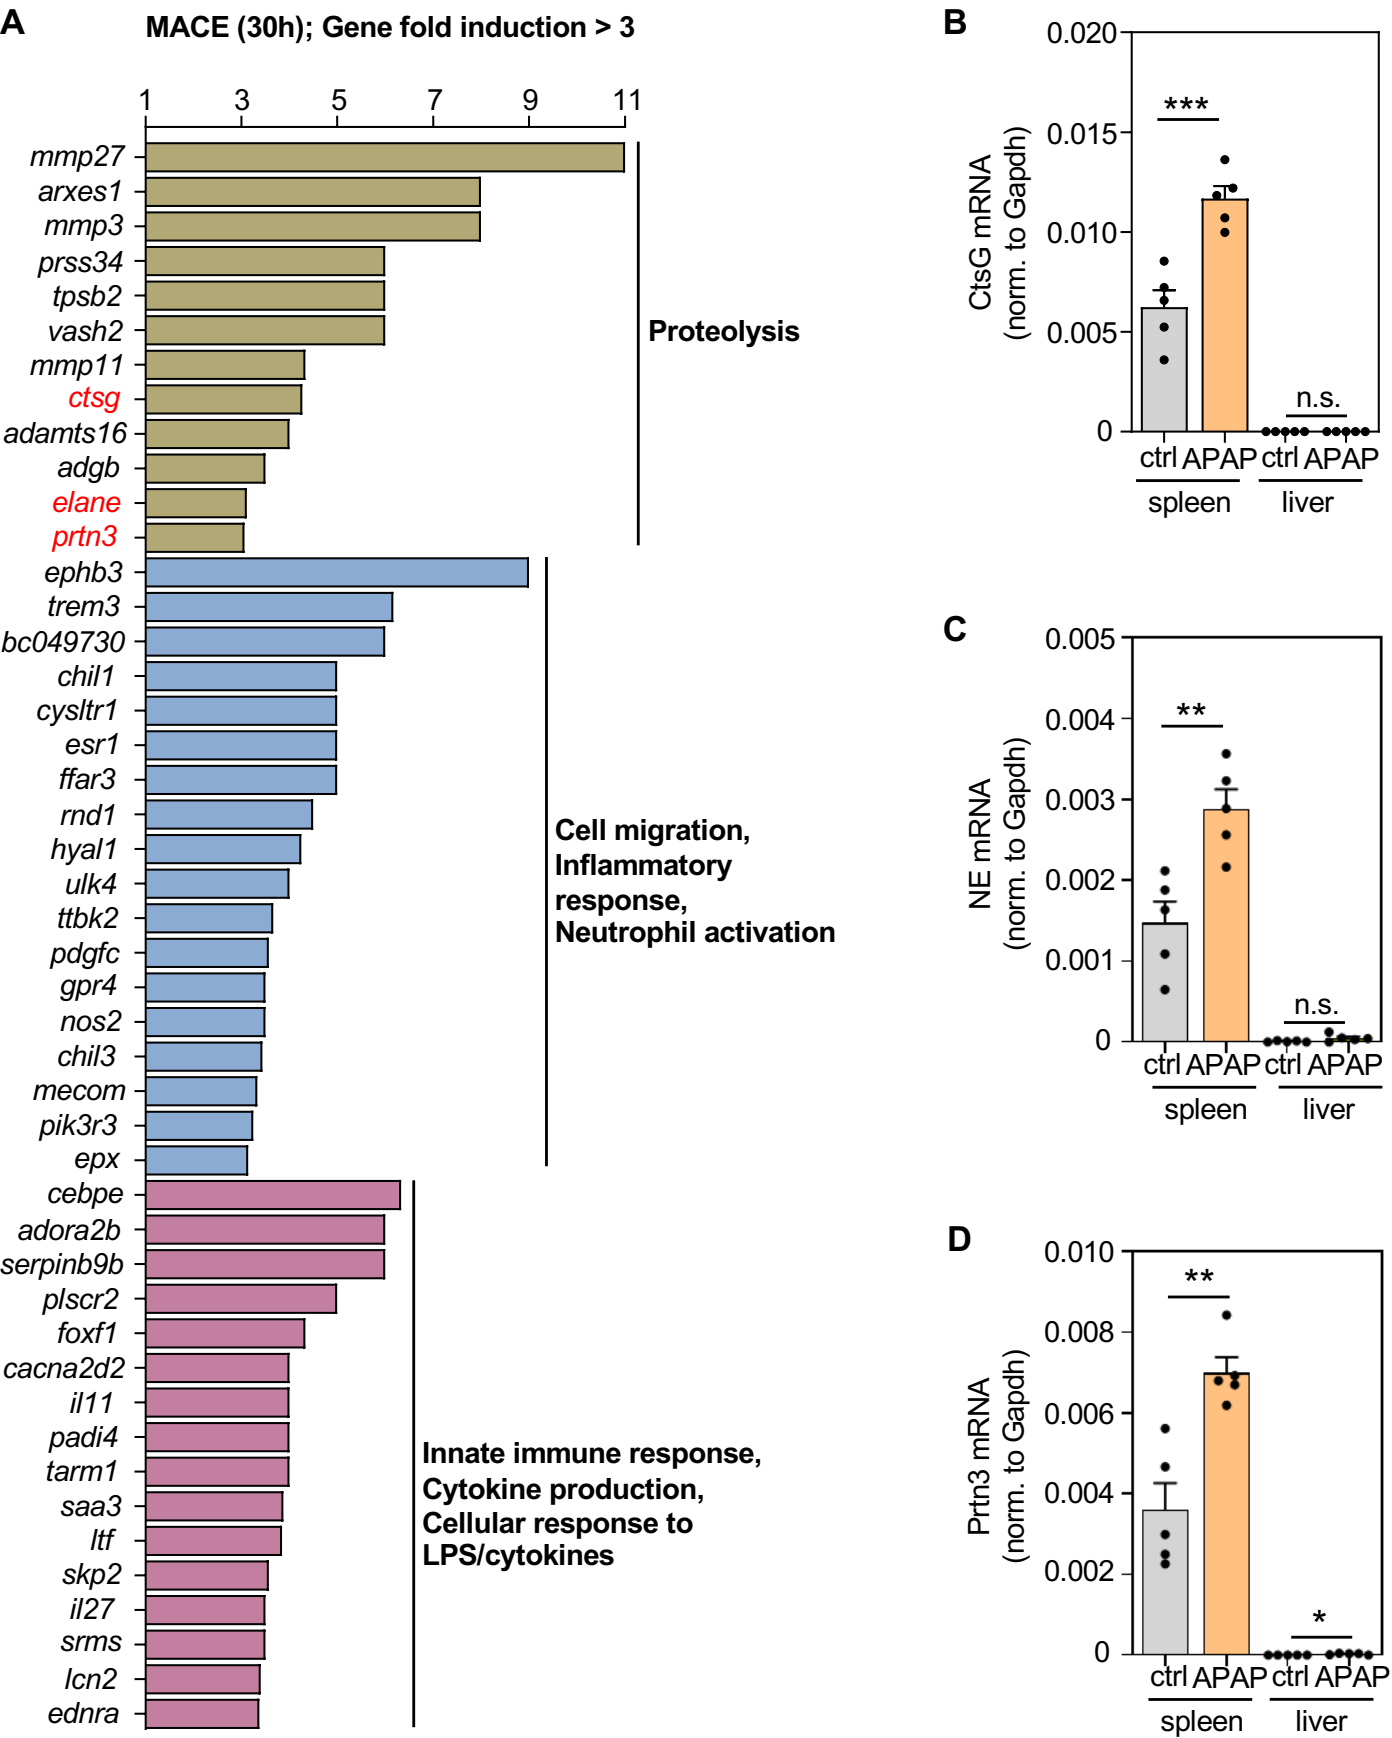

Legend Figure S2

Analysis of inflammatory splenic gene expression after APAP administration. **A** Male WT C57BL/6J mice received 0.9% NaCl (ctrl, n = 5) or APAP at 300 mg/kg (n = 11). After 30h, experiments were terminated, and splenic/hepatic RNA was isolated. Splenic RNA was pooled (per experimental condition) in equal shares and global gene expression was evaluated by MACE as outlined in the methods section. Analysis disclosed gene induction of 302 genes (threshold: 3-fold gene induction by APAP treatment). Of those, 46 genes are depicted that could be grouped based on their 'MACE gene fold-induction' in selected 'GO biological processes' (<https://www.uniprot.org>) that relate to acute inflammation. **B–D** Male WT C57BL/6J mice received 0.9% NaCl (ctrl, n = 5) or APAP at 300 mg/kg (n = 5). These mice received two additional i.p. injections that were required for vehicle control in the context of a different study: one PBS injection 1h before APAP (or 0.9% NaCl as APAP vehicle) and one injection of 0.9% NaCl 2h after APAP (or 0.9% NaCl as APAP vehicle). 24h after APAP administration, splenic and hepatic mRNA expression of CtsG (**B**), NE (**C**), and Prtn3 (**D**) was verified using realtime PCR. Target mRNA normalized to Gapdh is shown as absolute values (*p < 0.05, **p < 0.01, ***p < 0.001). Statistical analysis: **B** (spleen) **CD**, raw data were analyzed by unpaired Student's *t*-test (ctrl *versus* APAP for spleen or liver, respectively) and are shown as means ± SEM; **B** (liver), raw data were analyzed by Mann-Whitney-U-test and are shown as raw data points; n.s., not statistically significant.

Table S1

GO Term	Description	P-value	FDR q-value	- log ₁₀<br>(FDR q-value)
GO:0036342	post-anal tail morphogenesis	3.43E-6	3.12E-2	1.505845406
GO:0022409	positive regulation of cell-cell adhesion	1.4E-5	6.35E-2	1.197226275
GO:1903039	positive regulation of leukocyte cell-cell adhesion	3.53E-5	8.01E-2	1.096367484
GO:0022407	regulation of cell-cell adhesion	3.31E-5	1.00E-01	1
GO:1900044	regulation of protein K63-linked ubiquitination	4.96E-4	1.5E-1	0.823908741
GO:0050867	positive regulation of cell activation	5.13E-4	1.5E-1	0.823908741
GO:0034165	positive regulation of toll-like receptor 9 signaling pathway	4.96E-4	1.55E-1	0.809668302
GO:1904938	planar cell polarity pathway involved in axon guidance	5.5E-4	1.56E-1	0.806875402
GO:0051251	positive regulation of lymphocyte activation	5.67E-4	1.56E-1	0.806875402
GO:0034163	regulation of toll-like receptor 9 signaling pathway	4.96E-4	1.61E-1	0.793174124
GO:1902914	regulation of protein polyubiquitination	4.96E-4	1.67E-1	0.777283529
GO:0002684	positive regulation of immune system process	6.32E-4	1.69E-1	0.772113295
GO:1902916	positive regulation of protein polyubiquitination	4.96E-4	1.73E-1	0.761953897
GO:1990266	neutrophil migration	6.8E-4	1.77E-1	0.752026734
GO:1902523	positive regulation of protein K63-linked ubiquitination	4.96E-4	1.8E-1	0.744727495
GO:0070425	negative regulation of nucleotide-binding oligomerization domain containing signaling pathway	4.96E-4	1.88E-1	0.725842151
GO:0045785	positive regulation of cell adhesion	2.77E-4	1.93E-1	0.714442691
GO:0030593	neutrophil chemotaxis	2.36E-4	1.94E-1	0.71219827
GO:0007411	axon guidance	3.86E-4	1.95E-1	0.709965389
GO:0070424	regulation of nucleotide-binding oligomerization domain containing signaling pathway	4.96E-4	1.96E-1	0.707743929
GO:0002696	positive regulation of leukocyte activation	3.25E-4	1.97E-1	0.705533774
GO:0050870	positive regulation of T cell activation	2.19E-4	1.99E-1	0.701146924
GO:0051445	regulation of meiotic cell cycle	2.64E-4	1.99E-1	0.701146924
GO:0034501	protein localization to kinetochore	3.58E-4	2.03E-1	0.692503962
GO:0070433	negative regulation of nucleotide-binding oligomerization domain containing 2 signaling pathway	4.96E-4	2.05E-1	0.688246139
GO:0097485	neuron projection guidance	3.86E-4	2.06E-1	0.68613278
GO:0033598	mammary gland epithelial cell proliferation	2.07E-4	2.09E-1	0.679853714
GO:1903037	regulation of leukocyte cell-cell adhesion	3.25E-4	2.11E-1	0.675717545
GO:0070432	regulation of nucleotide-binding oligomerization domain containing 2 signaling pathway	4.96E-4	2.15E-1	0.66756154
GO:0035644	phosphoanandamide dephosphorylation	4.96E-4	2.25E-1	0.647817482
GO:0060744	mammary gland branching involved in thelarche	2.07E-4	2.35E-1	0.628932138
GO:0050860	negative regulation of T cell receptor signaling pathway	4.96E-4	2.37E-1	0.625251654
GO:0060750	epithelial cell proliferation involved in mammary gland duct elongation	2.07E-4	2.68E-1	0.571865206
GO:0045621	positive regulation of lymphocyte differentiation	1.92E-4	2.91E-1	0.536107011
GO:0045582	positive regulation of T cell differentiation	1.92E-4	3.49E-1	0.457174573

How the deposited data were processed for this re-analysis (not part of the article)

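Hepatic gene expression was measured in 2 libraries, the pool of mice given APAP and vehicle and the pool of mice given APAP and AZD7986. Each pool mixed RNA of 8 male mice aged 9 to 11 weeks, which had been fasted for 10 h before APAP and had food again afterwards. Groups, doses and times were taken from the sample labels and the paper. The paper's methods name the Rapid MACE-Seq kit for this experiment, while the labels name MACE-kit v.2. The labels give both libraries the same treatment text, and their titles tell them apart. The table also holds 6 columns of per-sample values that belong to neither library, which were not used here.

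The authors sequenced the 3′ ends of transcripts, removed duplicates by unique molecular identifiers, trimmed bases with cutadapt, clipped poly(A) tails, mapped the reads to mm10 and deposited the count of each gene from HTSeq. The deposited values headed TPM were checked to be CPM computed by the authors, each count scaled by its library total with no gene length. A further signal deposited by the authors is each count divided by a constant per library, left blank for the 3383 genes with a summed count of 1, and its constants equal the size factors of DESeq2. The aligner, the annotation release, the strand setting of the counting and the versions of these tools are not given in the sources used here.

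From the counts, size factors were computed with DESeq2 1.42.0 in R 4.3.3 over genes counted in both pools. Ratios, exact intervals from the binomial split of the summed count, redraws and random lists were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. The table holds 24377 genes with a count in either pool, 13523 of them with a summed count of at least 20, and the median summed count is 33. Of the identifiers, 23210 were found in GENCODE M21, which gave gene types and coordinates, and 1167 were not. Entries without a gene symbol hold 3.70% of counts in the vehicle pool and 3.71% in the AZD7986 pool and were kept. Mitochondrial transcripts hold 9.17% and 7.74% of counts, and protein-coding genes 83.3% and 82.8%.

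With 1 library per group there is no test between groups and no p-value of a difference. A gene was counted as lower at a ratio of 0.5 or less, the paper's threshold of 50% downregulation, and as higher at 2 or more. The number of genes that counting error gives came from 1000 redraws in which each summed count was split by chance in proportion to the size factors, and from 100 redraws for the counts that also use the interval. Random lists were matched on mean normalized count in 20 bins. Genes with 0 counts in 1 pool entered the gene counts with the 0 set to 1, and where such a gene is named its counts are given with no ratio.

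The 35 gene lists of pathways, cell types and functions, the sizes of the thresholds, the scaling and the alternatives, apart from the counts over protein-coding genes and over genes with a symbol, were set before the data were examined. Several list themes follow Fig. 4A and Table S1, and Figures 4 to 6 and Table S1 had been read before the rule for naming genes was written. Named are the genes the paper names, the 15 lowest and 15 highest ratios among genes with a mean normalized count of at least 50 and an interval that excludes 1 (predicted genes and pseudogenes left out), and in each list the 3 most abundant members and the 3 with the largest change whose interval excludes 1. Another 4 lists on feeding, fasting and the clock were added after the data were seen.

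The method was tested on simulated data for all 24377 genes, with 200 genes changed by known folds. Among 50 genes each with a summed count of at least 20, the interval excluded 1 for 100% at 0.25-fold, 84% at 2-fold and 94% at 4-fold, and it covered the true ratio for 96.0% of unchanged genes. It covered the true ratio for 90% of genes at 0.5-fold. Of those set to 2-fold, 50% had an interval that excluded 1 and a ratio of at least 2. Of 200 lists of 20 unchanged genes, 5% were called, a share the rule itself sets, since these lists were drawn at random like those they were ranked against. Genes that vary together were not simulated, so this share does not carry over to the real lists. Alternatives were scaling with TMM from edgeR 4.0.16, by library total or not at all, other rules for a count of 0, other minimum counts, a 99.9% interval, 50 bins, and other sets of genes. The log2 ratios under TMM and library-total scaling differ from the main ones by 0.0017 and −0.079. No genome sequence was used, and reads were not mapped again.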

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

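The tests on food intake, shared reads, pancreatic RNA and the parts of the gene count by depth were chosen only after the results were seen, while those on counting error for the whole count, on scaling and on necrosis were planned.

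Counting error could give a large part of the 2048 genes at 0.5-fold or less, since redraws with no difference between the pools gave 60.7% of that number. For genes with a summed count under 20 the redraws gave 74.0% of the observed number, so counting error stays a sufficient account of most of them. It does not account for those with a summed count of at least 20, where redraws gave 19.8%. Whether scaling adds to the number stays open. TMM and library-total scaling moved the share of lower genes by at most 4.47 percentage points, inside the limit planned to count against it. That plan did not allow for scalings that shift all ratios by little, as these do, so the move decides nothing. Raw counts, which keep the difference in library total, moved the share by 19.5, to 69.7%. Part of this move can come from genes with few counts, whose unscaled ratios can fall exactly on 0.5 and are then counted. A strict threshold was not run on raw counts, so that part was not measured. Lower genes with an interval below 1 went from 492 to 1153 without scaling. An effect of AZD7986 and differences between the mice pooled stay open, since each group has 1 library.

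The paper evaluates the lower genes, while 359 genes were at 2-fold or more with an interval above 1, of which 46.0% are protein-coding and 32.9% pseudogenes, against 79.5% and 2.64% of the 492 lower genes with an interval below 1. Of all genes with a summed count of at least 20, 82.2% are protein-coding, near the share of the lower genes and far above that of the higher ones. That count was reached by 390 of the 492 lower and 250 of the 359 higher genes.

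Pericentral hepatocyte genes, a group the paper does not analyse, had a median log2 ratio of 0.80 (percentile 100), with 11 of 31 members at 2-fold or more with an interval above 1, such as Slc1a2, a glutamate transporter (12 and 70 counts, 7.04 [3.79, 14.3]), and Cyp2e1, which activates APAP (2.42 [2.31, 2.54]), while Cyp1a2, which also activates it, had 1231 and 912 counts (0.894, interval below 1). Reads shared among the Cyp2a, Cyp2c, Cyp3a, Ces1, Gstm, Akr1c and Mup families are argued against as the whole source, since the 19 members outside them had a median of 0.30 (percentile 98.3), though much of the size lies in these families. The pericentral median was above the periportal one (0.18, percentile 61.5) by 0.62, which is consistent with less necrosis of pericentral hepatocytes, but outside these families by 0.12, less than random lists of the periportal size vary to either side (0.16). More food intake stays open beside it: feeding-induced lipid synthesis genes had a median of 0.58 (percentile 100; 2 of 12 higher), 0.67 above fasting-induced genes (−0.09, percentile 6.84; 0 of 13 lower or higher), which lay inside the range of random lists. Of the 12 feeding-induced genes, 10 had intervals above 1 and 1 below, which was Scd1, the most counted of them (log2 ratio −0.32). Less necrosis and more food intake may both hold at once: the paper reports less necrosis with AZD7986 in the same mice (Fig. 3C), and food intake is not given in the sources used here.

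Genes of bile acid and cholesterol metabolism, not discussed in the paper, had a median of 0.36 (percentile 99.99), with 1 of 31 members higher by that rule. It is Cyp7a1, the rate-limiting enzyme of bile acid synthesis (3.16 [2.55, 3.94]), which is also on the pericentral list. Fatty acid metabolism, also outside the paper's terms, had a median of 0.34 (percentile 99.8) and 3 of 29 members higher, including the fatty acid elongase Elovl3 (4.38 [3.29, 5.90]) and the fatty acid binding protein Fabp1 (2.45 [2.40, 2.49]). Not all members rose: 18 had intervals above 1 and 5 below, among them the abundant Scd1 (18042 and 12003 counts, 0.803 [0.785, 0.822]). The list of APAP metabolism, which the paper assesses by glutathione 1 h after APAP and not in these libraries of 30 h, had a median of 0.34 (percentile 97.8, or 96.97 with random lists drawn from genes with a summed count of at least 100, which ends the call), with 4 of 21 members higher, including the sulfotransferase Sult2a8 (3.37 [3.06, 3.72]) and Gsta3, a glutathione transferase (2.03 [1.96, 2.10]). Another of these 4 is Cyp2e1, which is also on the pericentral list, so the APAP metabolism and pericentral results are not independent. The paper regards the dose as fully metabolized well before 30 h.

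Digestive enzyme genes of the exocrine pancreas, which the paper does not report, had a median of 4.81 (percentile 100) over 4 members, and 15 of 17 genes of the list had an interval above 1, among them Amy2a5 (1 and 52 counts, 62.8 [10.8, 2526]) and Pnlip (1 and 27 counts, 32.6 [5.37, 1334]). Only Cela1 reached a summed count of at least 100, and at that minimum the list loses its call (0.60, percentile 95.2). Without Cela1, which the liver also expresses, the list summed to 7 counts in the vehicle pool and 216 in the AZD7986 pool, 9.1e-05% and 0.0032% of all counts. Reads shared with Amy1 and Cela1 are argued against, since 85.7% of the 14 genes outside the amylase and elastase families also had intervals above 1. RNA from pancreatic tissue in 1 or more of the mice pooled is a candidate source, which the 15 genes fit and which a single library cannot place in a mouse.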

How the results depend on the processing

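The counts over protein-coding genes and over genes with a symbol were chosen only after the result was seen. No paired analysis was possible because each condition has 1 pooled library. Depth limits genes with few counts. At 0.5-fold or less there were 4009 genes without scaling, 4485 with 0.5 added, 878, 505 and 212 at summed counts of at least 10, 20 and 50, 1320 without predicted genes, Rik genes and pseudogene symbols, and 1126 over protein-coding genes. At 2-fold or more there were 591, 302 and 133 at the same minimum counts, 941 without predicted genes, Rik genes and pseudogene symbols, and 781 over protein-coding genes. With an interval below 1 there were 1153 lower genes without scaling, 212 at a summed count of at least 50, and 152 with the stricter interval. With an interval above 1 there were 149 higher genes without scaling, 133 at a summed count of at least 50, 180 without predicted genes, Rik genes and pseudogene symbols, 165 over protein-coding genes, and 124 with the stricter interval. Filters lower a count by their construction. Raw counts shift every log2 ratio by −0.27, and an added 0.5 acts most on genes with few counts. A gene with 1 and 0 counts, such as Tyr, is above 1 in the main setting, where the 0 is set to 1, and below 1 with 0.5 added. How many genes crossed a threshold in this way was not counted. Of 35 lists, 27 kept their call under every alternative run, and of 21 called lists 16. TMM and library-total scaling shift all ratios alike, those of the random lists included. They could hardly change a call, and neither changed any, so only the minimum counts and the 50 bins tested the calls. The toll-like receptor list was called lower with members of any count (−0.26), and the angiogenesis list lost its call at a minimum of 100 (−0.28). At that minimum the p53 (−0.20), APAP metabolism (0.34) and pancreas lists (0.60, Cela1 alone) also lost theirs and erythrocyte genes gained one (−0.23). With members of any count, cathepsins lost theirs (−0.10) and cell cycle genes gained one (−0.30), as with 50 bins. The cause was not tested. Of 612 values of named genes under alternatives, 49 moved out of the counting interval. Library-total scaling turned the sign of Hspa5 (−0.011), whose interval excluded 1, and of 7 genes near 0 whose interval includes 1 (B2m, Ccng1, Cd5l, Gstp1, Gstp2, Prtn3 and Tlr4), and 0.5 added turned that of Tyr (1 and 0 counts).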

Differences from the paper's values

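No test in this part was chosen only after the result was seen. The paper gives 2135 genes with at least 50% downregulation, and 2048 were counted here at the same threshold, a gap of less than 1.5 times. None of the settings run gives 2135 exactly. Among alternatives set before the data were examined, TMM scaling (2045), library-total scaling (2250), 1 added to each scaled count (2185), genes with a 0 left out (1588), a count of 0 set to 1 after scaling (2048), a strict threshold (2046) and the deposited normalized values (2048) stay within 1.5 times of the paper's number. No scaling (4009), 0.5 added (4485), minimum summed counts of 10 (878), 20 (505) and 50 (212), and leaving out predicted genes, Rik genes and pseudogene symbols (1320) do not. The legend of Fig. 4A calls the genes it draws on significantly downregulated, while 492 of the 2048 genes counted here have a 95% counting interval below 1. That interval covers counting error alone and is no test of the treatment, so 492 is not a number of significant genes. Redraws with no difference between the pools gave a mean of 79.9 such genes. The realtime PCR values of Fig. 4 and Fig. 6 come from individual mice and another assay and were not compared. Those of protocol III come from the mice whose RNA was pooled here. The paper reports Cxcl2, Mmp9 and Angpt2 as significantly lower in most of its protocols. For Ptpn22 in protocol III it reports only a tendency of the mRNA, with significantly less protein.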

Other observations

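Stellate cell and matrix genes were lower in the AZD7986 pool, with a median log2 ratio of −0.65 (percentile 0) and 5 of 23 members at 0.5-fold or less with an interval below 1, the rule for every list here, such as the fibrillar collagen Col5a2 (0.368 [0.225, 0.582]) and the collagen cross-linking enzyme Loxl2 (0.379 [0.224, 0.620]). Fn1, which encodes fibronectin, had 6492 and 2850 counts (0.530 [0.507, 0.554]). Cholangiocyte and ductular markers had a median of −0.57 (percentile 0.40; 3 of 10 lower), with the biliary transcription factor Sox9 at 0.423 [0.320, 0.554]. Sinusoidal endothelial markers had a median of −0.26 (percentile 0.39; 1 of 20 lower). Immediate early genes had a median of −0.68 (percentile 0; 4 of 19 lower), including Jun (0.449 [0.339, 0.589]) and Fos (0.422 [0.212, 0.793]), subunits of the AP-1 transcription factor. Acute phase genes had a median of −0.20 (percentile 0; 5 of 27 lower), with Mt2, a metal-binding metallothionein, at 0.459 [0.435, 0.484]. Targets of p53 had a median of −0.28 (percentile 1.44; 1 of 23 lower), and mitochondrial-encoded transcripts one of −0.19 (percentile 0.035; 0 of 15 lower or higher), with mt-Nd6 lowest among those named (0.565 [0.545, 0.586]). The p53 list loses its call over members with a summed count of at least 100 (percentile 6.77).

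Cathepsins had a median of −0.14 (percentile 1.70; 0 of 13 lower or higher), a call that ends with members of any count (percentile 3.43). Ctsc, the gene of the enzyme that AZD7986 inhibits, had 865 and 541 counts (0.755 [0.677, 0.841]). Among the granule serine proteases that cathepsin C activates, Prtn3 was the 1 gene with a summed count of at least 20 (228 and 189 counts, 1.00 [0.821, 1.22]; percentile 55.5), and Plppr3 overlaps it on the other strand. Elane had 3 and 0 counts, and Ctsg 0 and 2. Lists that did not stand apart from random lists were hepatocyte plasma proteins (0.13, percentile 18.2), complement and coagulation (0.14, percentile 59.6; 2 of 35 lower), Nrf2 and glutathione genes (0.08, percentile 52.8; 1 of 36 higher), ER stress (0.02, percentile 15.9; 2 of 29 lower), erythrocyte genes (−0.11, percentile 9.03; 6 members) and housekeeping genes (0.06, percentile 18.1; 15 members). Cell cycle genes lay at the limit (−0.30, percentile 2.56; 4 lower and 2 higher of 33) and are called lower with 50 bins (percentile 2.42) or members of any count (percentile 2.46). Erythrocyte genes are called lower over members with a summed count of at least 100 (percentile 1.66).

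The test of the share of all non-hepatocyte RNA and that of the clock were chosen only after the results were seen; those on myeloid cells and on Ptpn22 were planned. Fewer infiltrating myeloid cells in the AZD7986 pool could lie behind the lower neutrophil and monocyte genes: 20 of the 32 markers had intervals below 1. They were not lower by 1 common factor, as this explanation was planned to need: markers with at least 100 counts spanned 2.72 on the log2 scale, or 2.06 without the 2 whose interval lies above 1, and Spp1 and Lyz2 had separate intervals. The planned test also counted markers that went the other way as evidence against this, and 2 did, Wfdc21 and F10 (2396 and 3400 counts, 1.71 [1.62, 1.81]). That criterion did not allow for markers that other liver cells also express, which can move against the rest, as F10 of the coagulation list or Wfdc21, with 30.9 times the vehicle-pool count of S100a8. Such markers can also move with the rest, as Lcn2 of the acute phase list, so single markers decide neither way. Fewer cells and lower expression per cell cannot be told apart in RNA of pooled tissue. A lower share of RNA from all non-hepatocyte cells alike is argued against, since the Kupffer median lay 0.86 and the sinusoidal endothelial one 0.57 above that of neutrophil markers, more than the reach of the wider of both random ranges to either side (0.33). Stellate and cholangiocyte lists lay nearer to it (0.17 and 0.25), so a lower share of RNA from several of these cell types stays open.

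A shift in clock phase between the pools, as a candidate explanation for the higher pericentral genes, stays open: the median of evening clock genes (0.10, percentile 78.3; 0 of 9 lower or higher) differed by −0.058 from that of morning genes (0.16, percentile 82.6; 0 of 4). Random lists of these sizes vary by up to 0.51 to either side, as much as the gap of 0.5 that a shift was taken to need, so the test decides nothing. Picked out after their values were seen, Usp2 (log2 ratio 0.72) and Tef (0.21) of the evening list had intervals above 1. The other 7 members, from Per1 (−0.18) to Ciart (0.49), had intervals that include 1.

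In the paper's Table S1, 12 of 35 terms share the p-value 4.96e-04 (the paper's), whose inverse is 2016, close to the number of genes in the set. A list ranked with Ptpn22 at its very top could give such a value for each term that holds this gene, but under 10 ways of sorting the genes at 0.5-fold or less Ptpn22 came no nearer the lowest ratio than 5.86% of the list, and as far as 26.5%.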
